# Reciprocal Changes in miRNA Expression with Pigmentation and Decreased Proliferation Induced in Mouse B16F1 Melanoma Cells by l-Tyrosine and 5-Bromo-2′-Deoxyuridine

**DOI:** 10.3390/ijms22041591

**Published:** 2021-02-05

**Authors:** Hernán Mauricio Rivera, Esther Natalia Muñoz, Daniel Osuna, Mauro Florez, Michael Carvajal, Luis Alberto Gómez

**Keywords:** melanoma, miRNAs, l-tyrosine, 5-bromo-2′-deoxyuridine, melanin, senescence, pigmentation

## Abstract

*Background*: Many microRNAs have been identified as critical mediators in the progression of melanoma through its regulation of genes involved in different cellular processes such as melanogenesis, cell cycle control, and senescence. However, microRNAs’ concurrent participation in syngeneic mouse B16F1 melanoma cells simultaneously induced decreased proliferation and differential pigmentation by exposure to 5-Brd-2′-dU (5’Bromo-2-deoxyuridine) and L-Tyr (L-Tyrosine) respectively, is poorly understood. *Aim*: To evaluate changes in the expression of microRNAs and identify which miRNAs in-network may contribute to the functional bases of phenotypes of differential pigmentation and reduction of proliferation in B16F1 melanoma cells exposed to 5-Brd-2′-dU and L-Tyr. *Methods*: Small RNAseq evaluation of the expression profiles of miRNAs in B16F1 melanoma cells exposed to 5-Brd-2′-dU (2.5 μg/mL) and L-Tyr (5 mM), as well as the expression by qRT-PCR of some molecular targets related to melanogenesis, cell cycle, and senescence. By bioinformatic analysis, we constructed network models of regulation and co-expression of microRNAs. *Results*: We confirmed that stimulation or repression of melanogenesis with L-Tyr or 5-Brd-2′-dU, respectively, generated changes in melanin concentration, reduction in proliferation, and changes in expression of microRNAs 470-3p, 470-5p, 30d-5p, 129-5p, 148b-3p, 27b-3p, and 211-5p, which presented patterns of coordinated and reciprocal co-expression, related to changes in melanogenesis through their putative targets *Mitf*, *Tyr* and *Tyrp1*, and control of cell cycle and senescence: *Cyclin D1*, *Cdk2*, *Cdk4*, *p21*, and *p27*. *Conclusions*: These findings provide insights into the molecular biology of melanoma of the way miRNAs are coordinated and reciprocal expression that may operate in a network as molecular bases for understanding changes in pigmentation and decreased proliferation induced in B16F1 melanoma cells exposed to L-Tyr and 5-Brd-2′-dU.

## 1. Introduction

Many transcripts show hundreds of genes change in expression in melanoma progression. These changes involve genetic and epigenetic mechanisms, such as mutations, gene silencing of tumor suppressors through DNA methylation in promoter regions, oncogene activation, chromatin remodeling, and regulation mediated by non-coding RNAs, such as microRNAs (miRNAs) through their regulation of genes involved in different cellular processes such as proliferation, death, cycle control, senescence, angiogenesis, differentiation, and even metastasis [1,2,3,4,5,6,7,8]. miRNA can have hundreds of mRNAs as molecular targets. One mRNA can target several miRNAs, and the researchers will identify variations in the expression of thousands of genes that may result from changes in some miRNAs’ expression patterns [9,10,11,12,13].

Previous works on the mouse melanoma B16F1 cell line showed that 72-h exposure to 5 mM L-Tyr resulted in increased cell size and pigmentation, while exposure to 5-Brd-2′-dU 2.5 µg/mL showed cells with a senescence-associated phenotype and hypopigmentation; however, a decrease in cell growth was reported [14,15]. These changes coincide with the differential expression of hundreds of genes evaluated in this experimental model, including cyclins, cyclin-dependent kinases (CDKs), and CDKs inhibitors [16,17]. In 2008, it was possible to identify two miRNAs (miR-138-5p and miR-470-3p) that presented differential expression, which had *cyclin D1* as a molecular target [18]. However, the differential expression profile of miRNAs for this experimental model is unknown, as well as their possible coordinated and altered expression, evidence that could to expand our knowledge about melanoma plasticity is seen from the microRNAs post-transcriptional regulation mechanisms, and at least in part, to explain the changes in gene expression previously reported for this model of proliferation reduction and differential pigmentation.

Our objective was to assess miRNA expression changes and examine whether a coordinated expression of miRNAs and their potential targets are associated with the differential pigmentation and reduction of proliferation in B16F1 melanoma cells exposed to 5-Brd-2′-dU and L-Tyr. This work contributes to the knowledge about specific microRNA profiles in B16 melanoma cells under growth suppression and differential pigmentation. L-Tyr and 5-Brd-2′-dU induced coordinated expression on potential molecular targets and enhance the hypothesis of microRNAs that affect cellular programs by exerting control over different genes.

## 2. Results

### 2.1. Decreased Proliferation and Pigmentation Changes in Melanoma B16F1 Cells

The MTT assay and the exclusion of Trypan Blue revealed a reduction in cell B16F1 melanoma cells. Decrease in viable cells (to less than 50%) secondary to 72 h-long treatment with 5.0 mM amino acid L-Tyrosine (L-Tyr) (*n* = 3) or 2.5 μg/mL thymidine analog 5-Bromo-2′ deoxyuridine (5-Brd-2′-dU) (*n* = 3); in both cases, exposure for 72 h to L-Tyr and 5-Brd-2′-dU generated a statistically significant decrease in the number of B16F1 cells, from 3.6 × 10^6^ ± 1.16 × 10^5^ to 7.4 × 10^5^ ± 9.23 × 10^4^ (79% reduction) and 1.3 × 10^6^ ± 5.5 × 10^4^ (64% reduction), respectively (Figure 1b; Figure S1c). Cells exposed to 5-Brd-2′-dU showed more expanded and flattened forms, while cells exposed to L-Tyr presented morphology similar to that of melanocytes with the presence of longer dendritic processes (Figure 1a). We observed these changes over time (240 h) (Figure S1a). Morphological changes and cell proliferation changes had already been reported previously for exposure to L-Tyr [19,20] and 5-Brd-2′-dU [21,22], although there were variations in exposure concentrations.

Reduction in cell number was associated with death. The number of cells in supernatants by I.P. incorporation; in unexposed cells (Control), the value was 1.1 × 10^4^ ± 1.1 × 10^3^, while for L-Tyr exposure, it was 2.9 × 10^4^ ± 4.8 × 10^3^. For 5-Brd-2′-dU, it was 5.1 × 10^4^ ± 1.1 × 10^4^. The values obtained in supernatants were on average (97 X) and (45 X) lower than the differences found by trypan blue in unexposed B16F1 cells (Control) and its counterpart, cells exposed to L-Tyr and 5-Brd-2′-dU. The above suggests that other mechanisms may explain the reduction of cells; therefore, we calculated the population doubling times from the MTT reductase activity assay and its corresponding calibration curve (Figure 1d; Figure S1b,c). The population doubling times increased from 19.6 ± 3.94 h (CV, coefficient of variation of 20%) to 48.67 ± 6.25 h (CV of 13%) and 27.03 ± 3.0 h (CV of 11%) for exposure to L-Tyr and 5-Brd-2′-dU, respectively. These differences indicated that reducing the number of cells at 72 h would be the consequence of variations in the cell cycle control.

Cell cycle analysis (Figure 1e) showed changes in the DNA content of cells exposed to L-Tyr and 5-Brd-2′-dU. Indeed; statistically, significant changes occurred in the transition of the G0/G1 phase (from 50 ± 3.0% to 66.6 ± 2.8%) and G2/M (from 15.7 ± 1.6% to 2.4 ± 1.2%) for 5-Brd-2′-dU and in the S phase for L-Tyr (from 24.4 ± 0.7% to 15.8 ± 3.6%). The cells exposed to L-Tyr significantly increased in the G0/G1 phase (55.5 ± 3.8%, *n* = 3).

Based on the method described [23,24], we quantified the formation of melanin pigment in culture B16F1 melanoma cells under standardized conditions [15,25] and 5-Brd-2′-dU [14,21,26]. Synthetic melanin helped construct calibration curves to quantify by spectrophotometry and fluorometry (Figure S1d). The quantification of melanin by both methods was comparable (Figure 1b) (Pearson’s correlation coefficient 0.999). The two approaches allowed the detection of increase (9 X) and decrease (5 X) in melanin concentration in B16 cells exposed to L-Tyr and 5-Brd-2′-dU, respectively (Figure 1f). However, fluorometry was more sensitive (detection limit 0.098 μg/mL and CV of 9.85%). Up to this point, the pooled results confirmed that exposure to L-Tyr and 5-Brd-2′-dU induces an arrest at different points in the cell cycle control for B16F1 cells and differential pigmentation phenotype that could be associated with changes in the expression of genes involved in melanin synthesis.

### 2.2. Induction of Replicative Senescence in B16F1 Cells Exposed to 5-Brd-2′-dU

5-Brd-2′-dU induced replicative senescence, a phenotype described in different cell models [27,28,29], including B16 cells [30,31]. We confirmed by Senescence-associated beta-galactosidase (S.A. β-Gal) assay, histone H3K9me3 labeling, apparent cell area measurement and flow cytometry, size analysis (FSC), and complexity (SSC) (Figure 2). Although not all cells were positive at pH 6.0 (Figure 2a), the chromogenic S.A. β-Gal assay revealed a significant increase (3.7 X) in the number of cells positive to the substrate X-Gal by exposure to 5-Brd-2′-dU against control or those exposed to L-Tyr (Figure 2b). 

The histone H3K9me3 associated with heterochromatin’s remodeling ([31,32] increased in cells exposed to 5-Brd-2′-dU revealed by higher fluorescence intensity. The number of concentrated foci, which is associated with heterochromatin (SAHF) [32], some of these SAHF, coincides with a greater density obtained by DAPI labeling (Figure 2c).

Although the cells exposed to both stimuli showed greater apparent cell area (2.6 × 10^−2^ mm^2^ for L-Tyr and 3.3 × 10^−2^ mm^2^ for 5-Brd-2′-dU) compared to the control (1.5 × 10^−2^ mm^2^) (Figure 2d); cells with 5-Brd-2′-dU changed in size (FSC, quadrant Q3) going from 3.8% to 9.7%. These cells also had higher metabolic activity measured by MTT reductase assay (Figure S1d), where the slope of the calibration curve was 1.39 compared to 1.22 for the control. Overall, the results of exposure to 5-Brd-2′-dU suggest a phenotype associated with senescence and agree with that previously reported in 5-Brd-2′-dU-induced senescence models, where an increase in lysosomal organelles would explain the more significant S.A. β-Gal activity and increase in messenger RNA [33,34,35]. Exposure to L-Tyr, the cells increased both in complexity (SSC) and in size (quadrants Q1 and Q2), going from 5.4 and 3.3% in the control cells to 26.7 and 20.8%, respectively (Figure 2e).

### 2.3. Small RNAseq and Differential Expression Analysis of miRNAs

The alteration of different cellular programs in melanoma, control of the cell cycle, pigmentation, and senescence are associated with changes in the expression of miRNAs and their effect on the post-transcriptional regulation of target genes [11,36]. For the phenotypes induced in B16F1 cells, exposure to L-Tyr or 5-Brd-2′-dU causes changes in hundreds of genes [14,31,37]. However, it is unknown whether there are differences in the expression of miRNAs in these phenotypes. 

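Small RNA was sequenced from 9 cultures of B16F1 cells, an established mouse melanoma line. Of these cultures, 3 were unexposed controls, 3 were exposed to 5 mM L-Tyr and 3 to 2.5 µg/mL 5-Brd-2′-dU, each for 72 h. The authors prepared a small RNA library from each culture, sequenced it in single reads and processed the reads with the BaseSpace Small RNA app. They deposited a table of raw counts for the 9 libraries, the same counts divided by a size factor for each library, and tables of their DESeq2 comparisons. The raw counts were used for all values given here, and the authors' own comparisons only where they are named. The median total count per library was 263808 in control cells (smallest 198810), 174421 for L-Tyr (largest 238245) and 381324 for 5-Brd-2′-dU (from 171362 to 384486). All values rest on these totals, not on the larger number of readings that the sequencer gave. The table lists mostly sequence tags, each a read sequence of at most 20 nt under the hairpin it was assigned to, so that a miRNA is spread over many tags. Before the data were examined, the most abundant tag was chosen to represent each miRNA named in the text, and the sum over all tags of the name was set as an alternative. Fold changes and adjusted p came from edgeR's quasi-likelihood test with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment, fitted on the 6 libraries of each comparison. A tag was called differentially expressed when its adjusted p was under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. Expression is given in CPM, the count relative to the TMM-scaled total of its library, as the mean ± SD of 3 libraries. Counts were simulated from the L-Tyr and control libraries with 200 tags changed, and 171 of these were among the 1055 tags that passed the filter. The test called 46 tags, all of them changed, or 26.9% of the changed tags that passed. It called 53.4% of the tested tags simulated with a log2 fold change of 3 in size and 9.1% of those with a change of 1. The 5-Brd-2′-dU libraries were not simulated in this way, so these shares do not cover their comparisons.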

For this reason, we proceeded to identify and quantify by small RNAseq the expression of miRNAs in cells exposed to 5-Brd-2′-dU and L-Tyr (Figure S2) and establish the differences in expression concerning non-exposed cells (Figure 3).

The quality and integrity number (RIN) of the extracted RNA was within the values required for the Small RNAseq (Figure S2a). The average of readings obtained after sequencing for each experimental group (*n* = 3) was 1.38 × 10^7^, 8.0 × 10^6^, and 1.03 × 10^7^ for control cells, exposed to L-Tyr or 5-Brd-2′-dU, respectively (Figure S2b); these readings presented Phred score values close to 40, indicating a 99.99% precision in the database call (data not shown, obtained by FastQC). 

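The deposited counts averaged 295580 per library in control cells, 185706 in cells exposed to L-Tyr and 312391 in cells exposed to 5-Brd-2′-dU. At this depth, 3 counts, the limit that a count of 0 allows, correspond to 7.07 CPM in the deepest library and to 20.8 CPM in the shallowest, relative here to the total count without TMM. A single tag, ATCCCACTTCTGACACCA, listed under the hairpin of miR-3963, took the largest part of the counts in control cells. Its share was 13.5% (95% Wilson interval 13.4% to 13.7%), 16.4% (16.3% to 16.5%) and 22.0% (21.8% to 22.1%) of the 3 control libraries, or 17.3% ± 4.30 (SD, n = 3). In cells exposed to L-Tyr the share was 4.80% ± 0.164 (SD, n = 3), and for 5-Brd-2′-dU it was 4.44% ± 0.371 (SD, n = 3), so that all 6 exposed libraries lay below all 3 control libraries. These intervals and limits cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. The TMM factors, which scale each library by the bulk of its tags, ran from 0.747 in replicate 3 of 5-Brd-2′-dU to 1.16 in replicate 2 of L-Tyr. Between L-Tyr and control cells, the median log2 fold change of all tested tags was −0.13 with TMM and 0.09 with scaling by total count alone. For 5-Brd-2′-dU relative to L-Tyr, these medians were 0.03 and −0.14.

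**Figure D1:**
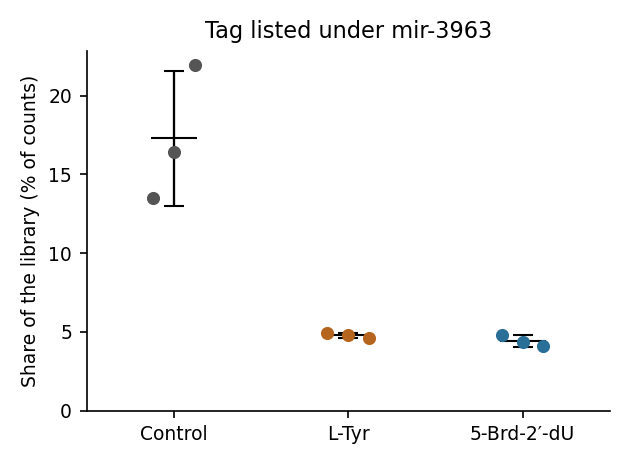
Share of each library's counts (%, vertical axis) taken by the tag listed under miR-3963 in control cells and in cells exposed to L-Tyr or 5-Brd-2′-dU. Points are libraries and bars show the mean ± SD of 3 libraries; the control libraries lie between 13.5% and 22.0% and the exposed libraries all lie below them.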

With the readings, we constructed an expression matrix that contained in each row the identification number (I.D.) of the mature miRNA for sequences that presented 100% agreement with the sequences reported in miRBase version 21. 

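The count table holds 6414 entries, of which 1857 have no count in any of the 9 libraries. Entries that carry only the name of a mature miRNA number 1915, and the 58 of them with a count above 0 hold 0.109% of all counts. Sequence tags under known hairpins number 4199 and hold 98.2% of the counts. The rest of the counts lie in 152 tags of predicted hairpins (1.20%) and in 148 predicted hairpins without a tag (0.524%). The tags are 13 to 20 nt long, and 54.3% of the reads in tags lie in those of 20 nt, the longest listed. Another 389 tags are shorter than 17 nt, the paper's lower limit for aligned readings, and hold 2.2% of the reads in tags. Of the 391 hairpins listed, 213 have a gene of their name in the annotation of NCBIM37, the mouse build that the paper calls mm9. Under these hairpins, 2416 tags occur exactly in the hairpin's sequence and hold 96.3% of the counts of such tags, and the other 806 tags do not. The same tag sequence is listed under more than 1 hairpin for 431 sequences, which make up 928 entries and 27.7% of all counts. For those sequences the source hairpin is uncertain, which includes the most abundant tags of let-7a-5p, let-7c-5p and miR-129-5p, each listed under 2 hairpins.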

We listed on each column the total number of counts for each miRNA. The principal component analysis (PCA) showed greater homogeneity in the control samples and a more significant variation in those exposed to 5-Brd-2′-dU. 

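Distances between libraries were computed from log2 CPM (prior count 2) over the 1578 tags that passed the filter in the 9 libraries together. The mean distance between a pair of replicates was 65.1 in control cells, 80.2 for 5-Brd-2′-dU and 89.9 for L-Tyr. Relative to control cells, the spread was therefore 1.23 times as large for 5-Brd-2′-dU and 1.38 times as large for L-Tyr. Exact two-sided permutation tests of the distances to the group mean gave p = 0.2 for 5-Brd-2′-dU and p = 0.1 for L-Tyr, where 0.1 is the smallest p that 3 libraries against 3 allow. Restricting the tags to those with a mean count of at least 50 gave ratios of 1.58 for 5-Brd-2′-dU and 1.62 for L-Tyr, and leaving out replicate 3 of the control cells gave 1.52 and 1.71. The first 3 principal components held 20.3%, 16.7% and 16.0% of the variance. Replicates 1 and 3 of L-Tyr stood apart on the first component, at 44.7 and 42.7, with the other 7 libraries between −27.4 and 3.6. On the second component the control libraries lay between 16.9 and 29.5 and the 5-Brd-2′-dU libraries between −41.5 and −3.0. The library nearest to each L-Tyr library was a control library, and replicate 2 of 5-Brd-2′-dU was also nearest to a control library. Pearson correlations of log2 raw counts between replicates were 0.489 to 0.658 in control cells, 0.317 to 0.398 for L-Tyr and 0.297 to 0.519 for 5-Brd-2′-dU. They were taken over the entries with enough counts in each pair of libraries, 1511 to 2547 entries, and not over the 1578 tags.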

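In the comparison of L-Tyr with control cells, 1256 tags had enough counts to be tested, and 121 of them reached an unadjusted p under 0.05 in edgeR's quasi-likelihood test. For 5-Brd-2′-dU against control cells, 1488 tags were tested and 156 reached it. After Benjamini-Hochberg adjustment, 1 tag was called for L-Tyr and 0 tags for 5-Brd-2′-dU. These counts depended on the tool and on the filter: DESeq2's Wald test with its default settings called 48 tags for L-Tyr, and edgeR without a filter on low counts called 85 for 5-Brd-2′-dU. The square root of the common dispersion, which approximates the coefficient of variation between replicates of a tag beyond counting error, was 0.859 for L-Tyr and 0.865 for 5-Brd-2′-dU.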

When running DESEq2 on the expression matrix’s normalized data, some miRNAs changed, measured as the Log_2_ Fold Change, which suggests differential expression (M.A. plot of Figure S2d,e), some of them, when correcting multiple tests, maintained their statistical significance (Table 1). 

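The tag called for L-Tyr was the one listed under miR-3963, with 44020 ± 1752 CPM (SD, n = 3) in exposed cells and 192900 ± 69710 CPM (SD, n = 3) in control cells. Its log2 fold change was −2.08 (SE 0.248, adjusted p = 0.00649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from counts of 7170, 11414 and 8087 against 26856, 69570 and 57944. This tag has no exact match in mm9; without its last 3 bases, CCA, it has 17 matches, 8 of them directly after the bases GGTTCGA. With replicate 2 of L-Tyr left out, 2 tags were called in place of 1. The authors' deposited table of this comparison calls 50 tags, 21 higher and 29 lower, which carry 35 miRNA names. Of these tags, 45 were tested here, and all 45 changed in the same direction with an unadjusted p under 0.05, but 0 were called after adjustment. DESeq2's Wald test on the same raw counts called 26 tags higher and 22 lower, with 34 names. When the counts were summed over all tags of each name, 227 names were tested and 6 were called by edgeR. The names called higher were miR-30d-5p (log2 fold change 0.94, adjusted p = 0.0127), miR-129-5p (1.11, adjusted p = 0.0127), miR-129-3p (2.03, adjusted p = 0.0241) and miR-1249-3p (1.72, adjusted p = 0.0241), and those called lower were let-7d-5p (−0.99, adjusted p = 0.043) and miR-3963. miR-1249-3p is named because it was called, after its values were seen. Of 31 miRNAs that the paper names in its results and discussion, 27 could be tested, and 0 of their most abundant tags were called over all tags tested and 7 when adjusted over the list alone. The study chose this list on the same libraries, so the second count is not independent evidence.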

In cells exposed to L-Tyr, 35, 21 were under-expressed, and 14 over-expressed. In cells exposed to 5-Brd-2′-dU, the number of miRNAs with differential expression was 32, 11 of them under-expressed, and 21 over-expressed, all concerning control B16F1 cells (Table 1).

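Although 0 tags were called for 5-Brd-2′-dU, 156 had an unadjusted p under 0.05, and the smallest adjusted p among the named miRNAs was that of miR-335-5p. Its tag AAGAGCAATAACGAAAAATG, on chromosome 6 of mm9 from 30691316 to 30691335 in an intron of Mest, had 197, 428 and 481 counts in exposed cells and 49, 41 and 25 in control cells. The log2 fold change was 3.13 (SE 0.522, adjusted p = 0.0676 from edgeR's quasi-likelihood test), and its adjusted p ranged from 5.32e-05 to 0.347 over the alternatives. For miR-21a-5p the log2 fold change was 2.38 (SE 0.445, adjusted p = 0.0831), and for the tag listed under miR-3963 it was −1.93 (SE 0.306, adjusted p = 0.0676). Replicate 1 of 5-Brd-2′-dU decided the count of calls: without it, 14 tags were called, 12 higher and 2 lower. Without replicate 1 or replicate 3 of the control cells, 1 tag was called. In the authors' deposited table of this comparison, 51 tags are called higher and 11 lower, with 31 names. The 50 of them tested here all changed in the same direction with an unadjusted p under 0.05, and 0 were called. In 10 of the 49 tags that this table calls higher and the count table lists, replicate 3 alone held over 50% of the 5-Brd-2′-dU counts. Replicate 1 alone did so in 5 of them and replicate 2 in 0. Replicate 3 also differs in miR-143-3p, which Table 1 does not list for this exposure: its tags had 73886 counts there, or 19.4% of that library, and at most 0.73% of any other library. Summed over all tags of each name, 246 names were tested and 6 were called, namely miR-335-5p (log2 fold change 2.91, adjusted p = 0.00304), miR-455-3p (2.49, 0.0343), miR-129-5p (1.49, 0.0371), miR-22-3p (1.30, 0.0303), a predicted miRNA of the same hairpin (1.28, 0.0303) and miR-3963 (−1.96, 0.0303). The miR-22 pair was chosen after its values were seen. Among the 27 named miRNAs that could be tested, 12 were called when adjusted over the list alone and 0 over all tags, with the limit given for L-Tyr.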

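Table 1 lists 96 entries over its 3 comparisons, and 94 of them follow from the authors' deposited tables by combining the called tags of a name, as their mean count and log2 fold change show. The exceptions are miR-138-5p and miR-23b-5p for 5-Brd-2′-dU. An entry therefore describes the called tags, which made up a median of 18.8% of the counts of the name, and under 10% in 33 entries. In 47 entries the mean count in Table 1 is under 50. The sum over all tags of the name was compared for 86 entries, and 75 of these changed in the direction that Table 1 gives. miR-3963 for 5-Brd-2′-dU is not among them, although its sum was called in the direction of Table 1 (log2 fold change −1.96, adjusted p = 0.0303). Over the 86 entries, the median size of log2 fold change was 0.90 for the summed tags, where the median of Table 1 is 2.82. Of these entries, 15 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. let-7g-5p after exposure to L-Tyr is an example, with a log2 fold change of −4.44 in Table 1 and −0.32 (SE 0.179, adjusted p = 0.486) for the sum of its tags. For miR-378a-3p after exposure to 5-Brd-2′-dU, Table 1 gives 2.07 and the sum of its tags gave −0.13 (SE 0.195, adjusted p = 0.828).

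**Figure D2:**
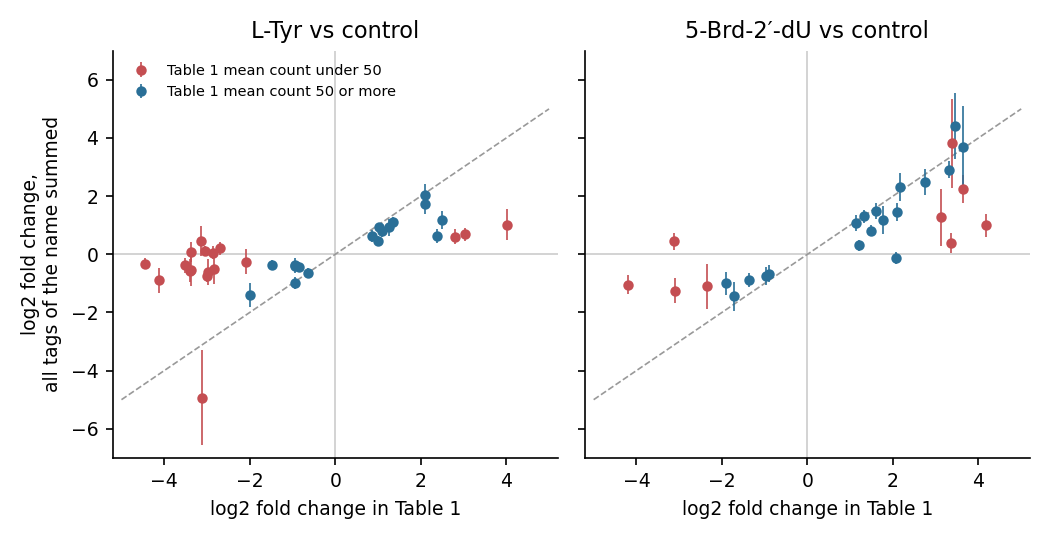
The log2 fold change in Table 1 (horizontal axis) against the log2 fold change of all tags of the same name summed (vertical axis, ± SE) for L-Tyr and 5-Brd-2′-dU, each relative to control cells. Points are miRNAs, coloured by the mean count in Table 1, and the dashed line marks equal values; most points lie nearer to 0 on the vertical axis than on the horizontal axis.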

Similarities and differences in the expression of the miRNAs obtained in cells exposed to L-Tyr or 5-Brd-2′-dU concerning the control were shown with heat maps. We exclusively included the list of differentially expressed miRNAs (Figure 3a; Figure S2g,h). As shown in Figure 3a the patterns obtained were common in overexpression for miR-30d-5p, miR-129-5p, miR-99b-5p, and miR-191-5p and of under-expression for members of the *let*-7 family (a-5p, d-5p), and the miRNAs, miR-23a-3p and miR-361-5p. 

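The most abundant tag of miR-129-5p changed upward in both exposures, with 836.4 ± 185.9 CPM (SD, n = 3) in control cells, 1464 ± 526.2 CPM for L-Tyr and 2519 ± 713.5 CPM for 5-Brd-2′-dU. Its log2 fold changes were 0.85 (SE 0.379, adjusted p = 0.502 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.59 (SE 0.343, adjusted p = 0.127). This tag matches the hairpins of Mir129-1 on chromosome 6 and Mir129-2 on chromosome 2, and these values are of its entry under Mir129-2. Summed over all tags, miR-129-5p had 5576 ± 459.4 CPM in control cells, 11470 ± 942.3 CPM for L-Tyr and 15630 ± 4021 CPM for 5-Brd-2′-dU. Both exposures were called for the sum, with log2 fold changes of 1.11 (adjusted p = 0.0127) and 1.49 (adjusted p = 0.0371) in the same test. miR-30d-5p, on chromosome 15 of mm9 from 68172821 to 68172840, had log2 fold changes of 0.91 (SE 0.229, adjusted p = 0.181) for L-Tyr and 0.47 (SE 0.335, adjusted p = 0.761) for 5-Brd-2′-dU. The second value rested on replicate 3 of 5-Brd-2′-dU, without which it was −0.004. Summed over all tags, miR-30d-5p changed by 0.31 (SE 0.198, adjusted p = 0.486) for 5-Brd-2′-dU. In these sums the exposed libraries all lay above the control libraries (exact permutation test, p = 0.1, the smallest possible). For the most abundant tag of miR-99b-5p the log2 fold changes for L-Tyr and 5-Brd-2′-dU were 0.66 (SE 0.260) and 1.20 (SE 0.261). For that of miR-191-5p they were 0.98 (SE 0.289) and 0.79 (SE 0.350), with adjusted p between 0.127 and 0.463 for both miRNAs. The L-Tyr value of miR-99b-5p was 0.42 without replicate 3 of L-Tyr and 0.44 without replicate 1 of the control cells. Among the miRNAs listed as under-expressed, let-7a-5p changed by −0.57 (SE 0.212) and −0.98 (SE 0.293), let-7d-5p by −0.74 (SE 0.245) and −0.94 (SE 0.281), and miR-361-5p by −0.71 (SE 0.367) and −1.83 (SE 0.450), for L-Tyr and 5-Brd-2′-dU in turn. The most abundant tag of miR-23a-3p changed by 0.14 (SE 0.269) and 0.88 (SE 0.436), and the sum of its tags by 0.12 (SE 0.163) and 0.45 (SE 0.285), in both cases within 2.1 SE of 0. For that tag too, the value for 5-Brd-2′-dU rested on replicate 3, without which it was 0.07, and for L-Tyr it ran from −0.09 to 0.35 when 1 library was left out. Across the 1190 tags tested in both comparisons, the log2 fold changes had a Pearson correlation of 0.456, and 67.1% had the same sign. Both exposures were compared with the same control libraries, and unchanged groups simulated against them gave a mean correlation of 0.494 (range 0.433 to 0.534 over 20 draws). Tags with an unadjusted p under 0.05 in both comparisons numbered 42, and 39 of them changed in the same direction. After adjustment 0 tags were called in both.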

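miR-211-5p is encoded in the hairpin of Mir211 in an intron of Trpm1, and its most abundant tag, CCCTTTGTCATCCTTTGCCT, lies on chromosome 7 of mm9 from 71350719 to 71350738. This tag holds 32.0% of the counts of the name and is listed under 1 hairpin only. It had 4182 ± 1497 CPM (SD, n = 3) in control cells, 8187 ± 1104 CPM for L-Tyr and 1542 ± 467.4 CPM for 5-Brd-2′-dU. For L-Tyr its log2 fold change was 1.01 (SE 0.294, unadjusted p = 0.00577, adjusted p = 0.275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 16 alternatives called it, with adjusted p from 0.0326 to 0.666. For 5-Brd-2′-dU it was −1.43 (SE 0.371, unadjusted p = 0.00299, adjusted p = 0.148), and 1 of 17 alternatives called it, with adjusted p from 0.00709 to 0.457. The direction was the same under all of these alternatives. Summed over all tags, miR-211-5p had 13650 ± 3273 CPM in control cells, 22420 ± 1767 CPM for L-Tyr and 7400 ± 149.6 CPM for 5-Brd-2′-dU. The libraries of the 3 groups did not overlap in these sums, and each exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow; in any one of these comparisons, 10% of unchanged miRNAs would be separated by chance. The other arm of the hairpin, miR-211-3p, moved in the same directions, with 1272 ± 308.3 CPM in control cells, 2301 ± 195.9 CPM for L-Tyr and 365.7 ± 107.7 CPM for 5-Brd-2′-dU.

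**Figure D3:**
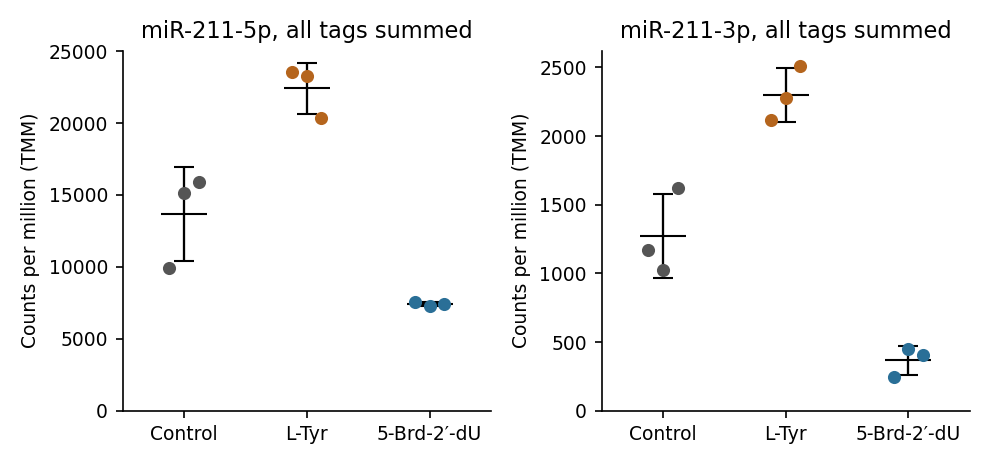
Expression of miR-211-5p and miR-211-3p (CPM, all tags of each name summed, vertical axes) in control cells and in cells exposed to L-Tyr or 5-Brd-2′-dU. Points are libraries and bars show the mean ± SD of 3 libraries; the libraries of each group lie apart from those of the other groups for miR-211-5p.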

The miR-211-5p was the only miRNA that presented overexpression in cells exposed to L-Tyr and under-expression with 5-Brd-2′-dU. However, the comparison of miRNAs differentially expressed in cells exposed to 5-Brd-2′-dU concerning L-Tyr yielded another set of miRNAs with orders in differential expression not visualized under the previous comparison exposure model the control (Table 1 and Figure S2f,i). 

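Relative to L-Tyr, 1234 tags were tested for 5-Brd-2′-dU, 88 reached an unadjusted p under 0.05 and 2 were called. The most abundant tag of miR-211-5p had a log2 fold change of −2.47 (SE 0.316, adjusted p = 0.00818 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14 of 17 alternatives called it. The exceptions left out replicate 2 of L-Tyr (adjusted p = 0.129), replicate 3 of L-Tyr (adjusted p = 0.0756) or replicate 1 of 5-Brd-2′-dU (adjusted p = 0.232), and in each the log2 fold change stayed below −2.3. The tag CTGGCCCACAAAGTCCCGCT of miR-193b-3p, on chromosome 16 of mm9 from 13449665 to 13449684, was called higher (adjusted p = 0.0212), with 644.9 ± 82.2 CPM (SD, n = 3) for 5-Brd-2′-dU. Its counts for L-Tyr were 1, 0 and 0, at or under the limit of detection, so that it was at least 41.6-fold higher for 5-Brd-2′-dU. Of its 17 alternatives, 11 called it, with adjusted p from 5.83e-06 to 0.259; it lost its call in each of the same 3 fits, in which 0 tags were called, without replicate 2 (0.208) or replicate 3 (0.112) of 5-Brd-2′-dU, and in the fit of all 9 libraries (0.0629). The authors' deposited table of this comparison holds 43 called tags, 25 higher and 18 lower; the 37 of them tested here all had the same direction and an unadjusted p under 0.05, and 2 were called. Summed by name, 6 of 217 names were called: miR-193b-3p (log2 fold change 4.89), miR-335-3p (4.44) and miR-21a-5p (1.81) higher, and miR-211-3p (−2.77), miR-1249-3p (−2.32) and miR-211-5p (−1.70) lower, with adjusted p between 0.0075 and 0.0303. Of the 27 named miRNAs tested, the tag of 1 was called over all tags and those of 6 were called when adjusted over the list alone, which the study chose on these libraries.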

Since this case’s expression level was not the same, the exposure to L-Tyr or 5-Brd-2′-dU may generate changes in some miRNAs’ expression in a differential way. (Figure S2i). 

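Table 1 names 56 miRNAs for L-Tyr or 5-Brd-2′-dU relative to control cells, and 11 of them for both. Of these 11, 6 are higher in both, 4 are lower in both and 1 moves in opposite directions. In the sums over all tags, 220 names were tested for both exposures, and 2 of them, miR-129-5p and miR-3963, were called in both. A tag with no exact match in mm9 holds 99.9% of the counts of miR-3963, so that name may not stand for a miRNA. A miRNA past the threshold for 1 exposure only is not thereby shown to differ between the exposures, and the direct comparison of 5-Brd-2′-dU with L-Tyr is the test of that difference. The paper states that miRNA expression has a different profile after exposure to L-Tyr or 5-Brd-2′-dU, and it relates the profile to the changes in pigmentation, proliferation and senescence.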

Overall, the miRNAs’ expression revealed a different expression profile in B16 cells in response to exposure to L-Tyr or 5-Brd-2′-dU. This profile was related to the observed differential pigmentation, proliferation, and senescence changes induced in this cellular model.

### 2.4. Confirmation of miRNAs Differential Expression by RT-qPCR Stem-Loop and Prediction of miRNA Targets Associated with Induced Phenotypes

We confirmed in terms relative differential expressions (rER) the expression of 7 miRNAs reported in Table 1 (211-5p, 30d-5p, 148b-3p, 129-5p, 27b-3p, 470-3p and 470-5p) by RT-qPCR stem-loop (Figure 4) (*n* = 3). miR-211-5p, increased 2.5 X by exposure to L-Tyr and a decreased 2 X, for 5-Brd-2′-dU (Figure 4a; Table 1). On the other hand, the overexpression of miR-30d-5p, increased by 5.4 X and 8 X (Figure 4c; Table 1) and of miR-129-5p, increased by 4.5 X and 1.4 X (Figure 4c; Table 1) for exposure to L-Tyr and 5-Brd-2′-dU, respectively (Figure 4c; Table 1). RT-qPCR found miR-27b-3p, miR-148b-3p, a differentially expressed with values that did not agree in trend to those reported in Table 1 in DESEq2. 

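By sequencing, the most abundant tag of miR-27b-3p, TTCACAGTGGCTAAGTTCTG, had 9396 ± 1218 CPM (SD, n = 3) in control cells and 7809 ± 1593 CPM in cells exposed to L-Tyr. Its log2 fold change was −0.22 (SE 0.232, adjusted p = 0.907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of the sum of its tags was −0.36 (SE 0.175, adjusted p = 0.408). For the most abundant tag of miR-27b-3p the change was −0.48 without replicate 2 of L-Tyr and −0.01 with scaling by total count. The called tags behind its entry in Table 1 hold 7.2% of the counts of the name. For miR-148b-3p, the tag GTGCATCACAGAACTTTGTT had 823.7 ± 297.3 CPM in control cells and 296.1 ± 269.4 CPM for L-Tyr, a log2 fold change of −1.41 (SE 0.680, adjusted p = 0.575). When 1 library was left out, the change of this tag ran from −2.54, without replicate 2 of L-Tyr, to −1.03, without replicate 1 of L-Tyr. This tag has no exact match in mm9, and the sum of the tags of miR-148b-3p also changed by −1.41 (SE 0.410, adjusted p = 0.147). The log2 fold changes of −1.47 and −2.00 that Table 1 gives for these miRNAs correspond to 2.77-fold and 4.00-fold reductions.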

Compared to the reduction registered by small RNAseq due to exposure to L-Tyr (miR-27b-3p 1.5 X and miR-148b-3p 2.0 X), by qPCR, both miRNAs increased their expression concerning the control (3.1 X and 4.5 X) respectively (Figure 4c; Table 1). For exposure to 5-Brd-2′-dU, we found an increase (3.3 X and 3.55 X) in expression by qPCR.

miRNAs showed common and coordinated expression patterns in this differential pigmentation and reduced proliferation induced in melanoma B16F1 cells. We identified potential targets of miRNAs by prediction with TargetScanMouse (Figure 4a–c). Some genes participated in controlling the cell cycle and senescence (i.e., *Ccnd1*, *Cdk2*, *Cdk4*, and *p21*/*Cdkn1a*, *Rb1*, *E2F2*, *Atm*, *Foxm1*, and *E2F3*). Other targets (i.e., *Mitf*, *Tyr*, *Tyrp1*, or *Dct*) were involved in melanin synthesis. miRNAs presented changes in their expression and targeted genes associated with controlling the cell cycle and senescence as expected (Figure 4a, Table 1).

### 2.5. Regulatory Networks and Co-Expression Networks (RC-miR)

The miRNAs are associated with melanoma’s cellular processes independently; however, we intend to relate the effect they would have together and their potential molecular targets on the phenotype induced by L-Tyr y 5-Brd-2′-dU. We constructed possible gene interaction networks using the miRNet web application with the differentially expressed miRNAs, their putative genes, and functional enrichment analysis by KEGG signaling pathways (Figure 3b–d, Tables S1–S3 Functional Enrichment using KEGG).

In cells exposed to L-Tyr, enrichment revealed a total of 269 KEGG pathways, 2641 hits, and 1458 nodes; of which, 36 routes with 828 hits passed the hypergeometric test (Figure 3b). In cells exposed to 5-Brd-2′-dU, 256 KEGG pathways, 1560 hits, and 962 nodes; 11 routes and 169 hits with statistical significance (Figure 3c). Of these pathways, the regulation of proliferation, apoptosis, differentiation, survival, and pathways associated with cellular metabolism related to the phenotype induced by exposure to L-Tyr; while the p53, FoxO, apoptosis, Jak-STAT, and altered transcriptional regulation in cancer pathways related to the phenotype caused by exposure to 5-Brd-2′-dU.

We reviewed the gene regulation network constructed for the miRNAs differentially expressed in cells exposed to 5-Brd-2′-dU concerning L-Tyr. The network contained a total of 255 KEGG routes, 1671 hits, and 903 nodes; of which, 21 routes with 337 hits passed the hypergeometric test (Figure 3d). In this case, we observed other pathways involved, such as cell cycle, Wnt, and ubiquitin-mediated proteolysis. The data reported so far show the existence of a specific miRNA expression profile for each induced phenotype. This profile, seen from a network gene regulation model, would be associated with controlling different cellular programs through their target genes.

We used mutual information to measure similarity and co-expression networks (RC-miR) based on adjacency matrices for the differentially expressed miRNAs. 

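The discretization was applied to the normalized counts of the called tags of each miRNA in Table 1, as 2 bins of equal frequency over the 6 libraries of a comparison. It could be done for 94 miRNAs, counting a miRNA once in each comparison that lists it; miR-138-5p for 5-Brd-2′-dU has no called tag in the direction listed. With 3 libraries in each bin, the mutual information of a pair reaches its maximum of 1 bit when both miRNAs put the same libraries into the same bins. All 747 pairs of miRNAs listed for the same comparison and direction had this maximum, and in all 94 miRNAs the bins separated the exposed from the control libraries, or the 5-Brd-2′-dU from the L-Tyr libraries. For a miRNA chosen without regard to the groups, 1 of the 20 possible patterns is the one that follows the groups in a given direction, or 5%, but the miRNAs of Table 1 were selected for a difference between these groups. With 3 bins in place of 2, the pattern was identical in 80 pairs, or 10.7%, and with CPM in place of the authors' normalization it was identical in 731 pairs, or 97.9%. The paper's text does not name the number of bins.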

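After exposure to 5-Brd-2′-dU, the tags of miR-129-3p, miR-99b-5p, miR-378a-3p and miR-30d-5p gave 6 pairs with identical bins of 6, those of miR-129-5p, miR-21a-5p and miR-335-3p gave 3 of 3, those of miR-455-3p, miR-29c-3p and miR-335-5p gave 3 of 3, and miR-29c-3p with let-7e-5p gave 1 of 1. The bins were the same in all of these sets, so that mutual information over 2 bins did not separate one set from another. In edgeR's quasi-likelihood test of their most abundant tags, the log2 fold changes were 1.36 (SE 0.468) for miR-129-3p, 4.11 (SE 1.01) for miR-335-3p, 2.69 (SE 0.632) for miR-455-3p and 0.88 (SE 0.474) for let-7e-5p, the last of which was 0.30 without replicate 1 of 5-Brd-2′-dU. miR-378a-3p changed by −0.28 (SE 0.246), and its entry in Table 1 comes from 1 called tag with 1.4% of the counts of the name. The most abundant tag of miR-29c-3p had 17, 10 and 104 counts in exposed cells and 1, 1 and 0 in control cells, too few to pass the filter.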

As can be seen in Figure 4d, in cells exposed to 5-Brd-2′-dU, 9 clusters of miRNAs were identified, two of them over-expressed (miR-129-3p, miR-99b-5p, miR-378-3p, and miR-30d-5p) and (miR-129-5p, miR-21a-5p, and miR-335-3p), which according to TargetScan would have as a common target the factor *E2F2*; the cluster miR-455-3p, miR-29c-3p and miR-335-5p on *p21* and the cluster miR-29c-3p and let-7e-5p on *Ccnd1* (Figure 4a). 

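let-7a-5p is among the miRNAs listed as lower for 5-Brd-2′-dU, and its called tags followed the groups. let-7b-5p has no entry in Table 1 for this exposure, so that its pair with let-7a-5p could not be formed from the called tags. The most abundant tag of let-7b-5p, on chromosome 15 of mm9 from 85537755 to 85537774, had 7083 ± 2959 CPM (SD, n = 3) in exposed cells and 7673 ± 1604 CPM in control cells, a difference within the spread between replicates.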

While for under-expressed miRNAs, we found the cluster let-7a-5p and let-7b-5p that would have as a putative target *Tyr*, *Ccnd1*, *Cdk4*, *E2F2*, *E2F3*, and *Rb1*.

In cells exposed to L-Tyr, 10 sets were found, of which, it was coincident with 5-Brd-2′-dU, finding over-expressed miR-129-3p, miR-99b-5p, and miR-30d-5p and miR-211-3p, miR-149-5p and miR-129-5p clusters as a possible target of *p21*. 

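For L-Tyr, the tags of miR-129-3p, miR-99b-5p and miR-30d-5p gave identical bins in 3 of 3 pairs, as did those of miR-211-3p, miR-149-5p and miR-129-5p. miR-129-3p, on chromosome 2 of mm9 from 94081535 to 94081554, had 537.8 ± 222.4 CPM (SD, n = 3) in control cells and 2404 ± 1048 CPM after exposure, a log2 fold change of 2.20 (SE 0.429, adjusted p = 0.094 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its 16 alternatives, 6 called it, and its adjusted p ranged from 0.000138 to 0.577. The tag of miR-211-3p changed by 1.26 (SE 0.385, adjusted p = 0.275) and that of miR-149-5p by 0.85 (SE 0.449, adjusted p = 0.63). For miR-149-5p the change was 0.52 without replicate 3 of the control cells and 1.31 without replicate 2 of the control cells.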

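miR-149-5p and miR-129-5p, and miR-320-3p and miR-23b-3p, each form 1 pair with identical bins for L-Tyr. The most abundant tag of miR-320-3p, on chromosome 14 of mm9 from 70843366 to 70843385, changed by 0.57 on the log2 scale (SE 0.538, adjusted p = 0.887 from edgeR's quasi-likelihood test), and the sum of its tags by 0.08 (SE 0.334); without replicate 1 of L-Tyr, the change of the tag was also 0.08. Its entry in Table 1 comes from 1 called tag with 4.2% of the counts of the name. miR-23b-3p changed by −0.36 (SE 0.311, adjusted p = 0.881) in its most abundant tag and by 0.20 (SE 0.214, adjusted p = 0.786) in the sum of its tags, so its direction depended on which tags were counted.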

We found two clusters of potential regulators for *Ccnd1*: one with over-expressed miRNAs (miR-149-5p and miR-129-5p) and one under-expressed (miR-320-3p and miR-23b-3p), which could imply a coordinated regulation by expression to the high and low of the whole set of miRNAs. 

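let-7a-5p, let-7c-5p, let-7d-5p and miR-151-5p gave identical bins for L-Tyr in all 6 pairs. let-7c-5p, whose tag matches the hairpins on chromosomes 15 and 16, had 11790 ± 2301 CPM (SD, n = 3) in control cells and 8077 ± 336.4 CPM after exposure, a log2 fold change of −0.50 (SE 0.208, adjusted p = 0.447 from edgeR's quasi-likelihood test). For miR-151-5p, on chromosome 15 of mm9 from 73085285 to 73085304, the change was −0.87 (SE 0.246, adjusted p = 0.275).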

Regarding sets of under-expressed miRNAs, we found a cluster with the *let*-7 family (a, c, d) and the miR-151-5p, whose potential target was *E2F2*.

### 2.6. Analysis of Differential Expression mRNAs and Protein Level

The mRNA expression levels of the selected genes were quantified by RT-qPCR, which we reported as the relative of differential expression (rER) concerning the housekeeping gene GAPDH and B16F1 cells. Western blot and immunofluorescence determined the expression and location of the corresponding protein. We evaluated some mRNAs involved in the cell cycle and senescence: Cyclin D1 (Ccdn1) expression, cyclin-dependent kinases Cdk4 and Cdk2, and the cyclin-dependent kinase inhibitor p21 (Figure 5). We evaluated the genes Tyr, Tyrp1, and Dct associated with melanogenesis and the master regulator of cell differentiation Mitf (Figure 6) for pigmentation phenotype. The relative expression (rER) of Ccnd1 decreased for L-Tyr by 0.47 ± 0.16 (2.5 X). Exposure to 5-Brd-2′-dU induced a decrease of 1.6 X (0.6 ± 0.06) (Figure 5a). 

The Cdk4 mRNA showed a decrease concerning the control cells only for L-Tyr with rER of 0.79 ± 0.1 (1.25 X) (Figure 5d). As is known, the sustained activation of the binding of the CCDN1 protein to the CDK4 protein kinase allows the early transition from G1 to S in the cell cycle, increasing the phosphorylation of the Rb retinoblastoma protein and releasing the E2F family of transcriptional regulators [38,39]. In both cases, the decrease in *Ccnd1* was consistent with the increase in the number of cells arrested in G0/G1 observed in cells exposed to 5-Brd-2′-dU (Figure 1e). Although in *Cdk4* it only presented a statistically significant reduction for exposure to L-Tyr, in both cases, the decrease in these mRNAs coincides with the increase in miR-129-5p and 30d-5p (Figure 4d), which as a predictor have *Ccdn1* and *Cdk4* as molecular targets (Figure 4a).

We observed a reduction in the *Cdk2* in cells exposed to 5-Brd-2′-dU (0.36 ± 0.09) (2.7 X) and non-significant variation at the mRNA level (1.09 ± 0.09) (Figure 5g); however, at the protein level, we found changes for cells exposed to L-Tyr (Figure 5h,i). A set of miRNAs with regulatory potential for each type of treatment from the coincidences reported for *Ccdn1* and *Cdk4*, except for miR-149-5p.

We founded the decrease in proliferation induced by L-Tyr and 5-Brd-2′-dU correlated with an increase in *p21* (rER 2.7 ± 0.4) (2.7 X) for cells exposed to L-Tyr and an rER of 0.67 ± 0.1 (1.5 X) in cells exposed to 5-Brd-2′-dU (Figure 5j). This increase in *p21* would explain, at least in part, the decrease in the S phase for cells exposed to L-Tyr and *CdK2* reduction with the arrest in G2/M (Figure 1e). The p21 expression increased after 7 days, maintaining the exposure (Figure 5m). In this case, the early regulation of the cell cycle by sets of miRNAs presents differential expression. They regulate other targets, such as p27 (increased in western for exposure to 5-Brd-2′-dU, data not shown).

Further, the exposure of B16F1 cells to 5-Brd-2′-dU generated a 4 X decrease in the mRNA of all proteins related to melanogenesis, with rER values of 0.24 ± 0.069 for *Mitf*, 0.29 ± 0.03 for *Tyr*, 0.29 ± 0.03 for *Tyrp1*, and in the case of *Dct*, 0.27 ± 0.05 (Figure 6a,d,j, respectively); additionally, this reduction related to the protein products obtained in each case (Figure 6b,c,e,f,h–k). These results coincide with the drastic reduction in melanin observed in cells exposed to 5-Brd-2′-dU (Figure 1f)) [14,26,35]. We did not find significant variations in the expression of Mitf mRNA (1.12 ± 0.4) (Figure 6a) and Tyrp1 (0.85 ± 0.09) (Figure 6g), but a significant increase for Tyr (1.5 ± 0.3) (Figure 6d), and Dct (1.12 ± 0.07) (Figure 6g).

## 3. Discussion

The number of reports related to changes in miRNAs’ expression and their targets in melanoma samples under different tumor progression stages is growing; however, their role in growth suppression models and whether these miRNAs change reciprocally with the phenotype are little known. We present the first report about changes in miRNAs’ expression profile in mouse B16 melanoma cells under growth suppression and differential pigmentation induced by exposure to the amino acid L-Tyrosine or the thymidine analog 5-Bromo-2′-deoxyuridine. We propose some network models of co-expression of microRNAs that present potential common targets associated with cell cycle control, senescence, proliferation, and melanogenesis in the mouse melanoma B16-F1 cells.

Exposure for 72 h to L-Tyr and 5-Brd-2′-dU generates a statistically significant decrease in the number of B16F1 cells (79% and 64%, respectively (Figure 1b and Figure S1c)), results that agree with previous reports on B16 cells and other models of melanoma, such as embryonic retinal pigment cells and IIB-MEL-J [15,19,20,21,22,40]. To discriminate the loss of cells by death and cell cycle arrest, we quantified the number of cells in supernatants by I.P. incorporation, and we calculated the population doubling times (Figure 1d; Figure S1b,c). The increase from 19.6 ± 3.94 h to 48.67 ± 6.25 h and 27.03 ± 3.0 h induced by 72-h exposure to L-Tyr and 5-Brd-2′-dU, respectively, indicates that reduction of the number of cells would be mainly a consequence of variations in the cell cycle control. Cell cycle analysis (Figure 1e), indicating a transition of the G0/G1 phase (from 50 ± 3.0% to 66.6 ± 2.8%) and G2/M (from 15.7 ± 1.6% to 2.4 ± 1.2%) for 5-Brd-2′-dU and in the S phase for L-Tyr (from 24.4 ± 0.7% to 15.8 ± 3.6%). The cells exposed to L-Tyr significantly increase the G0/G1 phase (55.5 ± 3.8% *n* = 3).

p16 is mutated in B16 cells [41] (not shown data); therefore, we decided to evaluate the expression of *p21* to understand the decrease in proliferation induced by L-Tyr and 5-Brd-2′-dU. Cells exposed to L-Tyr increase the *p21* expression with an rER 2.7 ± 0.4 (2.7 X), and cells exposed to 5-Brd-2′-dU decrease *p21* with an rER of 0.67 ± 0.1 (1.5 X) (Figure 5j). This increase in *p21* would explain, at least in part, the decrease in the S phase for cells exposed to L-Tyr (Figure 1e), while the reduction of p21 is related to the arrest in G2/M in *CdK2* in 5-Brd-2′-dU (Figure 1e) [42,43,44,45]. CDK2 is a cyclin-dependent kinase that participates in the late transition of G1/S by binding to cyclin E [46] and in the passage of G2/M by binding to cyclin A [47]. The late participation of p21 in regulating the cell cycle under exposure to 5-Brd-2′-dU [27] agrees with its high expression after seven days of maintaining the treatment (Figure 5m).

B16F1 melanoma cells under standardized cell culture conditions [15,25] and 5-Brd-2′-dU [14,21,26,35] presented changes in melanin concentrations (Figure 1b) (Pearson’s correlation coefficient 0.999). Fluorometry and colorimetry allowed the detection of increase (9 X) and decrease (5 X) in melanin concentration in B16 cells exposed to L-Tyr and 5-Brd-2′-dU, respectively (Figure 1f). However, fluorometry was more sensitive (detection limit 0.098 µg.mL^−1^ and CV of 9.85%); this hyperpigmentation has also been described in primary culture melanocytes exposed to high concentrations of the amino acid L-tyrosine [48,49].

We confirm that exposure to L-Tyr and 5-Brd-2′-dU induces an arrest at different points in the cell cycle control for B16F1 cells and differential pigmentation phenotype associated with changes in the expression of genes involved in melanin synthesis [17,31,50]. L-Tyrosine and the thymidine analog, 5-Bromo-2′-deoxyuridine induced a decrease in proliferation and pigmentation changes in melanoma B16F1 cells. These phenotypic changes remember terminal differentiation and replicative senescence induced by L-Tyr and 5-Brd-2′-dU, respectively.

5-Brd-2′-dU’s replicative senescence generates a phenotype associated with induced senescence in different cell models [27,28,29], including B16 cells [30,31,51]. Senescence-associated beta-galactosidase (S.A. β-Gal) assay (Figure 2b) and positivity for the histone H3K9me3 involved in heterochromatin remodeling confirm the senescence phenotype [52,53]. Cells exposed to 5-Brd-2′-dU show many concentrated foci, which are associated with heterochromatin (SAHF). Some of these SAHF coincide with a greater density obtained by DAPI labeling (Figure 2c) [32]. Overall, the results of exposure to 5-Brd-2′-dU suggest a phenotype associated with senescence and agree with that previously reported in 5-Brd-2′-dU-induced senescence models [33,34]. Exposure to L-Tyr induces complexity (SSC) and increases cell size (Figure 2d), perhaps due to the increased number of melanosomes required to synthesize and store the melanin produced [20,54,55].

A global change in miRNA expression profiles by exposure to L-Tyrosine generated 61% of under-expressed miRNAs and 39% over-expressed, compared to 34% and 65% 5-Brd-2′-dU. These results suggest that 5-Brd-2′-dU’s melanoma cells exposed to genotoxic or metabolic stress by L-Tyr generate two expression profiles for the same genetic background, explaining the reduction in growth and changes in the pigmentation described here, depending on the potential regulation on its molecular targets.

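Among tags with an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 64 of 121 were lower for L-Tyr (52.9%) and 57 were higher (47.1%). This split depended on the scaling, since with total counts in place of TMM 71.4% of 119 such tags were higher, and it depended on replicate 2 of L-Tyr, without which 24.9% of 217 were higher. For 5-Brd-2′-dU, 53 of 156 were lower (34.0%) and 103 were higher (66.0%). Without replicate 2 of 5-Brd-2′-dU, 47.2% of such tags were higher, and without replicate 3, 53.1%.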

As expected, the results presented here contrast with previous reports of miRNA expression profiles already obtained under discrete stages of melanoma progression. For example, miR-211-5p in this experimental model is over-expressed by the exposure to L-Tyr; in contrast, during tumor progression, miR-211-5p tends to decrease [56,57,58]. For the let-7a family members, under-expressed in both L-Tyr and 5-Brd-2′-dU or let-7b overexpressed in 5-Brd-2′-dU and reported as a cell cycle regulator in melanoma, possibly through *cyclins D1* and *D3* and *Cdk4* and associated with interference with anchorage-independent growth [59]. miR-455, high in B16 cells exposed to 5-Brd-2′-dU and low in tumor progression [58,60]. These findings agree with the notion that some miRNAs are known to participate in tumor progression as a tumor suppressor, oncomiRs, or miRs and may involve a possible reversible tumor reprogramming mechanism through their targets, in processes that include cell proliferation, senescence, and melanogenesis.

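The sum over all tags of let-7a-5p was 52030 ± 9848 CPM (SD, n = 3) in control cells, 31620 ± 4460 CPM for L-Tyr and 31020 ± 8861 CPM for 5-Brd-2′-dU. Its log2 fold changes were −0.65 (SE 0.179, adjusted p = 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.75 (SE 0.310, adjusted p = 0.249). The let-7b entries of Table 1 are of the 3p arm. Summed over its tags, let-7b-3p changed by 1.18 (SE 0.470, adjusted p = 0.237) for 5-Brd-2′-dU, and its most abundant tag by 0.52 (SE 0.522, adjusted p = 0.839), or 0.07 without replicate 1 of the control cells. let-7b-5p, with the more abundant arm, changed by −0.12 (SE 0.319, adjusted p = 0.942) in its most abundant tag and by 0.075 (SE 0.337, adjusted p = 0.921) in the sum of its tags. When 1 library was left out, the change of that tag ran from −0.505 to 0.037. For miR-455-3p, on chromosome 4 of mm9 from 62917938 to 62917957 in an intron of Col27a1, the tag had 119.7 ± 59.2 CPM in control cells and 767.3 ± 332.4 CPM for 5-Brd-2′-dU. Its log2 fold change was 2.69 with an adjusted p of 0.127, and 4 of 17 alternatives called it, with adjusted p from 0.0206 to 0.536.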

5-Brd-2′-dU is a potent tumor cell radiosensitizer [61]. Its incorporation into DNA generates lesions that include mutations, fragile sites, chromatid-cracking and exchange, micronuclei, and hypermethylation [27]. DNA damage produces disruptive effects in the patterns of DNA transcription, increase the affinity of nuclear factors, altering the binding of regulatory proteins to the DNA, which may result in changes in cell differentiation, suppressing cell proliferation, and even causing alterations in the plasma membrane cells [21,22,27,33,34,61,62,63,64].

The results presented herein B16 cells on microRNA expression changes extend our knowledge on other molecular effects generated by 5-Brd-2′-dU exposure in terms of a possible regulation of these processes mediated in a post-transcriptional manner. In B16F1 melanoma cells, 5-Brd-2′-dU causes an absence of melanosomes, an interruption of the lamellar matrix of the endoplasmic reticulum, and an irregular perinuclear microfilament arrangement [18].

We observed changes at the mRNA and protein levels for Tyr and Dct and protein for Tyrp1 without *Mitf* gene expression changes, suggesting that other regulatory mechanisms are related, i.e., regulation mediated by sets of miRNAs. Downregulation of tyrosinase gene expression by 5-Brd-2′-dU is not due to incorporating this analog into upstream sequences of the tyrosinase gene. Therefore, the mechanism of pigment inhibition is not elucidated yet [21,26,65]. In contrast, in cells exposed to L-Tyr, the Mitf values did not present statistically significant changes concerning the control cells (Figure 6). As shown here, cells exposed to 5-Brd-2′-dU and a decrease in Mitf, the master regulator of melanogenesis, modulate *Tyrosinase*, *Tyrp1*, and *Dct* gene expression [20,55,66,67,68,69] and through the coordinated and simultaneous gene activity interference.

Pigmentation changes in this model are not mutually exclusive with the suppression of cell growth, which supports the idea of multiple signaling pathways and molecular networks operating differentially to generate a reduction in cell proliferation with differentially hyper or hypopigmentation phenotypes. Perhaps the latter, as a consequence of the phenotype associated with senescence due to 5-Brd-2′-dU exposure, evidence widely reported in other models where 5-Brd-2′-dU generates hypopigmentation [21,26,70].

The confirmation of differential expression of some miRNAs by RT-qPCR stem-loop and the prediction of miRNA targets associated with induced phenotypes reveals a different set of miRNAs per challenge 5-Brd-2′-dU and Tyr the differential pigmentation phenotype. However, we did not find miRNAs with differential expression by TargetScan that had *Dct* as a target and for miR-27b-3p, which has *Mitf*, *Tyr*, and *Tyrp1* as a common target and miR-148b-3p, reported as a *Mitf* regulator [71], DESEq2 and RT-qPCR found non-concordant values. In this regard, for exposure to L-Tyr, in PCR, both miRNAs increased their expression concerning the control, a situation also recorded for exposure to 5-Brd-2′-dU, a differential expression that was not obtained by sequencing (Figure 4c). This apparent miRNA antagonism is frequent when the differential expression analysis is assessed by different platforms, including microarrays, NGS, and RT-qPCR. It would possibly be associated with the technical effects of each methodology [72], for what was considered the analysis of expression by PCR as gold standard [73].

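By sequencing, miR-27b-3p had 13000 ± 5914 CPM (SD, n = 3) after exposure to 5-Brd-2′-dU, a log2 fold change of 0.48 relative to control cells (SE 0.337, adjusted p = 0.742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value rested on replicate 3, without which it was 0.01, and summed over its tags miR-27b-3p changed by 0.08 (SE 0.245). miR-148b-3p had 315.6 ± 91.4 CPM, a log2 fold change of −1.37 (SE 0.485, adjusted p = 0.296), and −1.33 in the sum of its tags (SE 0.383, adjusted p = 0.121). The adjusted p of miR-148b-3p ranged from 0.121 to 0.668 over the alternatives, so that a change for 5-Brd-2′-dU was not called in any of them.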

miR-470-5p targets *Mitf* that regulate Tyr enzyme, which is a target of miR-470-3p; had already been reported before by our laboratory [18]. Here we confirmed by RT-qPCR (Figure 4c), with an increase due to exposure to 5-Brd-2′-dU (22 X for miR-470-5p), but not for L-Tyr. These two miRNAs participate in the differentiation of mouse embryonic cells [74] and hepatocellular carcinoma [75]. Our results show that their potential role in the CCDN1/CDK4 complex as an essential oncogenic driver in various cancer types, including melanoma [76].

The let-7 family’s downward expression agrees with the previous publications [58,77,78] through binding to β3 integrin [79] and the miR-125a-5p/Lin28B/*let*-7 regulatory circuit [80], metastasis [81], metabolism [82], and the control of the cell cycle by CDK4 and cyclins D1, D3, and A [59].

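Over the 170 tested tags of the 5p arm of the let-7 family, the median log2 fold change for L-Tyr was −0.52, and 37 tags were higher. limma's rotation test of the family (fry) gave p = 0.0175, and exact enumeration of the 10 splits of the 6 libraries gave as small a p in 1 of them, the real one. For 5-Brd-2′-dU the median was −0.31 over 187 tags, 66 of them higher, with p = 0.0727 in the same test and as small a p in 2 of 10 splits by exact enumeration. The median stayed below 0 for both exposures under all alternatives of scaling, filter and test, but with scaling by total count the p for L-Tyr was 0.0805. For L-Tyr the p also rose above 0.05 without replicate 1 (0.0631) or replicate 3 (0.0679) of the control cells, and for 5-Brd-2′-dU it was 0.0162 without replicate 1 of that exposure. limma's camera test with a preset correlation of 0.01 gave p = 1.06e-07 for L-Tyr and 0.00123 for 5-Brd-2′-dU. Of these calls, the one for L-Tyr holds under fry and neither holds under camera with an estimated correlation (p = 0.0781 and 0.183). Relative to L-Tyr, the family's median for 5-Brd-2′-dU was 0.07 (fry, p = 0.369, as small in 6 of 10 splits by exact enumeration), and its sign changed with scaling by total count, to −0.10, and with tags of a mean count of at least 50, to −0.06; without replicate 1 of 5-Brd-2′-dU it was 0.00. Several members share tag sequences, so their counts are not independent.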

miR-129-5p has been reported in the increase in the size of A375 cells through binding to AEG1 [83]. In other types of cancer, this miR is related to cell cycle control, proliferation, migration, and invasion [84] in multiple myeloma, glioma cells [85,86], prostate cancer [87,88], colorectal cancer [89], and breast cancer [90].

miR-30 family is related to the regulation of proliferation processes via Wnt/β-catenin [91,92], cell cycle control [93], apoptosis [94,95] and senescence in various cell models [96,97]. In melanoma, it is related to increased cell invasion due to increased aberrant glycosylations associated with its molecular target GALNT7 [98].

Pigmented and unpigmented B16 melanoma cells present an expected decrease in cell proliferation. It is possible to suggest that miRNAs share, through their potential targets, a reciprocal and coordinated regulation on the cell cycle’s control dependent on the expression level of the specific group of miRNAs, without ignoring the possible differential effect that the regulation of each of them would exert.

L-Tyr induces melanin production and increases the synthesis of proteins related to melanogenesis as previously reported [55,99], trends confirmed in B16F1 cells exposed to L-Tyr (Figure 1f). *Mitf* did not change in cells exposed to L-Tyr; therefore, the differences found at the mRNA and protein levels for TYRP1, as well as the increase in TYR and DCT suggested that, in melanogenesis, other types of post-transcriptional regulation would be involved, such as the differential expression of sets of miRNAs: miR-211-5p and miR-148b-3p, previously reported as regulators of the pigmentation. Different miRNAs regulated *Mitf* and, in turn, is a transcriptional regulator of *p21*, *Cdk2* [100,101,102] and miR-211-5p, the latter, which regulates pigmentation by targeting EDEM1, a TYR inhibitor. miR-211-5p increased to 2.5 X by exposure to L-Tyr and decreased 2 X by 5-Brd-2′-dU. We did not find a miR-211-5p direct specific gene target involved in the melanogenesis. However, this was the only miRNA that showed differences between the two phenotypes—pigmented and unpigmented melanoma cells. It is exciting that miR-211-5p has been proposed as an indirect regulator of pigmentation through binding to the TGF β-2 receptor, a factor responsible for the transcription of pigmentation-associated genes Dct, TYRP1, TYR, and PMEL17 [103] and binding to the TYR inhibitor EDEM1 mRNA [104]; additionally, MITF may regulate the expression of miR-211-5p [103]. Together, these results suggest a possible pigmentation regulatory circuit in which genes regulated by miR-211 and the MITF factor would be participating, including the coordinated expression of sets of miRNAs.

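Of the 42 tags with an unadjusted p under 0.05 for both exposures, 3 moved in opposite directions, and all 3 belong to the hairpin of Mir211. Besides the tag CCCTTTGTCATCCTTTGCCT, these are CCTTTGTCATCCTTTGCCT of miR-211-5p, with log2 fold changes of 0.96 (SE 0.366) for L-Tyr and −1.43 (SE 0.571) for 5-Brd-2′-dU, and GCAAGGACAGCAAAGGGGGG of miR-211-3p, with 1.26 and −1.86 (SE 0.713). In edgeR's quasi-likelihood test none of the 3 was called for either exposure after adjustment.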

The analysis of functional enrichment by KEGG pathways for the differentially expressed miRNAs shows diametrically compromised pathways for each phenotype that reinforce the hypothesis of miRNAs that operate in the regulation of signaling pathways under metabolic stress generated by exposure to L-Tyr (PI3K/Akt, MAPK, mTOR, among others) and miRNAs with potential participation in response pathways to genotoxic stress (p53, FoxO, Jak-STAT and transcriptional alteration in cancer).

Coordinated and reciprocal miRNA expression changes may explain changes in melanoma phenotypes induced by L-Tyr and 5-Brd-2′-dU. miR-211-5p is overexpressed in the hyperpigmented phenotype and downward in the hypopigmented phenotype, without ignoring other miRNAs’ possible participation such as miR-470-5p miR-148-3p, miR-30d-5p, and miR-27b-3p, which have *Mitf*, *Tyr*, and *Tyrp1* as potential molecular targets. It was striking that exposure to L-Tyr did not affect the expression levels of the gene and protein of MITF, the master regulator of the expression of TYR, TYRP1, and DCT, but for the levels of *Tyr* mRNA, an increase with statistical significance. These results suggest an additional regulation to the transcription factor, possibly involving miR-211-5p, as has already been reported in other models [104].

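The difference between the phenotypes was tested directly for the other miRNAs named here, as 5-Brd-2′-dU relative to L-Tyr. In their most abundant tags, miR-30d-5p changed by −0.48 on the log2 scale (SE 0.357, adjusted p = 0.923 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), miR-27b-3p by 0.68 (SE 0.356, adjusted p = 0.81) and miR-148b-3p by 0.005 (SE 0.863, adjusted p = 0.999). In the sums over all tags, these changes were −0.65 (SE 0.195, adjusted p = 0.196), 0.43 (SE 0.267, adjusted p = 0.588) and 0.07 (SE 0.543). The libraries of the 2 exposures did not overlap in the sums of miR-30d-5p (exact permutation test, p = 0.1, the smallest possible). When 1 library was left out, the change of the most abundant tag ran from −0.86 to −0.19 for miR-30d-5p, the latter without replicate 1 of 5-Brd-2′-dU, from 0.30, without replicate 3 of 5-Brd-2′-dU, to 0.98 for miR-27b-3p, and from −0.43, without replicate 1 of L-Tyr, to 1.07, without replicate 2 of L-Tyr, for miR-148b-3p. miR-470-5p and miR-470-3p are listed with 0 counts in all 9 libraries, so that expression up to the limit of 3 counts per library was not detectable at this depth.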

Regarding the control of the cell cycle and senescence in B16F1 melanoma cells, where p16INK4a is truncated [41], suggests other pathways involved, such as p21, p53 pathway, cyclin D1, Cdk2, Cdk4, Rb, and transcription factors E2F [105,106,107]. 

This bioinformatics approach based on experimental data of differential expression of miRNAs could facilitate the establishment of new hypotheses associated with a differential expression profile, whose expression as a whole could be related to the synchronous regulation of gene expression in particular cellular programs. Recent evidence suggests a possible epigenetic reprogramming by transcriptional modification of miRNA expression profiles [108]. Based on the results in this experimental model of induced growth suppression and differential pigmentation, cells may reprogram a reversible phenotype through the coordinated and reciprocal regulation of their transcriptome. It is tempting to speculate a possible coordinated response under the stimulus of genotoxic or metabolic stress described above. This response involves the global reprogramming of patterns of miRNA expression and miRNAs relative antagonism.

A parallel reprogramming in mRNA expression may provide a partial explanation for the changes reported in cell cycle control, senescence, and melanogenesis; new studies are necessary to understand the molecular bases of miRNAs and epigenetic regulation. However, it is necessary to confirm the clusters generated here in the network models and establish the functional network associations between these microRNAs and their mRNAs target in cell cycle control and pigmentation. 

The results apply only to the murine melanoma cell line B16 under specific experimental conditions of this study. They do not allow for any generalization and cannot extrapolate the results found in our work to another melanoma model given the high biological variability. In this regard, we compared the same population of the cell line under two different phenotypes to have the same genetic background to decrease biological variability. While a basis for comparison is still maintained, many differences between cell lines and primary cell cultures and the heterogeneity in melanoma from biopsies or surgical specimens may limit these findings’ relevance to the miRNA expression. They may be different and questionable for the genetic variations. Therefore, it is necessary to confirm the findings in other melanoma cells, especially in primary human melanoma cultures.

## 4. Materials and Methods

### 4.1. Cell Line Cultures

The B16F1 tumor cell line: (ATCC^®^ CRL-6322™, Manassas, VA, USA), with epithelial morphology and adherent growth, from C57BL/6J mouse skin, was cultivated at 37 °C with 5% CO_2_ and 98% humidity (Precision Scientific NAPCO 5410-120 Water Jacketed CO_2_ Incubator, Buffalo, NY, USA) in DMEM advance (Dulbecco’s modification of Eagles medium) (Gibco, Thermo Fisher Scientific, Waltham, MS, USA) supplemented with 10% (*v*/*v*) fetal bovine serum (SFB) (Gibco), pH 7.2–7.4 condition, penicillin (100 U/mL), and streptomycin (100 µg/mL). The cells, at 70% confluence, treated with trypsin-EDTA (Sigma-Aldrich, St. Louis, MO, USA) 0.25% (*m*/*v*), resuspended and counted in automatic Tali™ Image-based Cytometer (Thermo Fisher Scientific) following the manufacturer’s specifications and their viability evaluated in Newbauer’s Chamber in dilution 1:1 with Trypan Blue (Sigma-Aldrich).

### 4.2. Induction of the Phenotype of Decreased Proliferation and Changes in Pigmentation by Expo-Sure to L-Tyrosine (L-Tyr) or 5-Bromo-2′-Deoxyuridine (5-Brd-2′-dU)

We seeded an average of 1.5 × 10^5^ B16F1 cells in complete DMEM in a sterile Petri dish (Falcon 3003). Between 10 to 12 h after sowing, we changed by fresh medium supplemented with 5-Brd-2′-dU (Sigma-Aldrich) or L-Tyr (Biomedical Inc, Clinton Township, MI, USA) at a final concentration of 2.5 µg/mL and 5 mM, respectively, and incubate for 72 h without medium change. Furthermore, we followed every 48 h for cell monitoring assay until 240 h, where 5.0 × 10^2^ cells were seeded to determine population doubling times. The photomicrographs were captured under a 20x inverted light microscope (Nikon Eclipse Ti, Kobe, Japan) using the NIS-Elements-Nikon program. The cells treated with 5-Brd-2′-dU, protected from light, were resuspended in complete medium, and the exclusion of Trypan Blue assessed the viability. Additionally, the cells from the culture supernatants recovered by centrifugation, and their viability was determined using propidium iodide (I.P.) incorporation assay in Tali™ Image-based Cytometer following the manufacturer’s specifications.

### 4.3. MTT Assay

B16F1 cells exposed or not to L-Tyr or 5-Brd-2′-dU were seeded in a sterile 96-well culture box (Corning, NY, USA); after 10-12 h of incubation, the medium was removed and incubated again for 1h at 37 °C with 0.83 mg.mL^−1^ of MTT (3 (4.5 dimethylthiazol) 2.5 diphenyl tetrazolium bromide) (Sigma-Aldrich) dissolved in phosphate-buffered saline (PBS). We removed the MTT excess MTT, and dimethyl sulfoxide (DMSO) (Merck, Branchburg, NJ, USA) to help to dissolve the formazan crystals. The wells were read at 560 nm on a GloMax^®^-Multi Detection System (Promega, Madison, WI, USA) following the manufacturer’s specifications. To determine the diluted formazan crystals’ proportionality with the number of viable cells, we constructed a calibration curve using six serials 1:2 dilutions from 8.0 * 10^4^ cells. Each well-read read under the same conditions. We assessed population doubling time following the reported protocol [109].

### 4.4. Univariate Analysis of Cell Cycle by Incorporation of Propidium Iodide

For the cell cycle analysis, we followed the previously reported protocol [110]. In brief, a total of 1.0 * 10^6^ B16F1 cells exposed or not to L-Tyr or 5-Brd-2′-dU were fixed in 75% (*v*/*v*) ethanol for 2 h at 4 °C. Excess ethanol was removed and washed with PBS, and the cell pellet was resuspended in propidium iodide (P.I.) staining solution containing: 0.1% (*v*/*v*) Triton X-100 (Sigma-Aldrich); 10 µg.mL^−1^ of propidium iodide (Sigma-Aldrich) and 100 µg/mL of DNase-free RNase A (Thermo Fisher Scientific) in PBS, protected from light for 30 min at T ° room. The cells were analyzed at a flow cytometer (BD FACSAria II ™, Franklin Lakes, NJ, USA). The fluorescence was measured at 536 nm and 617 nm for excitation and emission, respectively, a total of 1.0 × 10^4^ events in three independent replicates. We estimated the relative number of cells using the FlowJo™ program that assumes Gaussian distributions of the 2N and 4N populations and using a subtractive function to establish the S phase population. Additionally, the cytometer classified the cells according to their size (FSC-A) and its graininess or morphological complexity (SSC-A). Analysis of statistical significance for multiple comparisons without correction, with an alpha = 0.05.

### 4.5. Melanin Quantification

Melanin was quantified by spectrophotometry and fluorometry following previously reported protocols [23,24]. In short, we dissolved synthetic melanin (Sigma-Aldrich) 100 µg/mL and melanin from B16F1 cells with 1 M NaOH (Merck) at 80 °C, the collected supernatants after centrifugation (1 min at 12,000× *g* at 4 °C), and we assess the optical density (O.D.) by spectrophotometry at 405 nm. For fluorescence melanin quantification, after incubation with 15% (*m*/*v*) hydrogen peroxide (H_2_O_2_) (Sigma-Aldrich), we read the supernatants on the Glomax equipment with a wavelength of 470 nm and 550 nm excitation and emission, respectively. We described the results according to the number of viable cells after determining cell number by MTT reductase assay. Data were expressed as the average of three independent trials ± standard deviation and analyzed by unpaired *t*-test with Welch correction and a 95% confidence interval.

### 4.6. Β-Galactosidase Activity Associated with Senescence (S.A. β-Gal)

To quantify S.A. β-gal activity, we used a previously reported chromogenic assay [111]. In brief, we fixed B16F1 cells with a 0.2% (*m*/*v*) paraformaldehyde solution (Merck) and 0.2% (*v*/*v*) glutaraldehyde (Sigma-Aldrich) for 10 min at 4 °C. We incubated for 18 h at 37 °C without CO_2_ with the substrate and chromogenic solution containing: 1 mg/mL of X-gal reagent (Invitrogen, Carlsbad, CA, USA), 61 mM citric acid/sodium phosphate (pH 4.0, pH 6.0 and pH 7.5; as appropriate), 5 mM K_3_Fe [CN]_6_ (Sigma-Aldrich), 5 mM K_4_Fe [CN]_6_ (Sigma-Aldrich), 150 mM NaCl (Merck) and 2 mM MgCl_2_ (Merck). We documented the changes through a photographic record and spectrophotometric quantification. The staining solution was removed and washed with PBS pH 7.4 at room temperature and protected from light. We dissolved the β-galactosidase product with 200 µL of 99% DMSO by 5 h and then quantified at 600 nm in the Glomax spectrophotometer. Data were expressed as the average of four independent trials ± standard deviation and analyzed by unpaired *t*-test with Welch correction and a 95% confidence interval.

### 4.7. Protein Detection by Immunofluorescence

Cells seeded in coverslips in the presence or absence of 5 mM L-Tyr or 2.5 µg/mL 5-Brd-2′-dU were fixed with 4% (*m*/*v*) paraformaldehyde in PBS, permeabilized with 0.3% (*v*/*v*) Triton X-100 and incubated with the rabbit polyclonal primary antibody (Santa Cruz Biotechnology Inc, Dallas, TX, USA): anti-Cdk2 (sc-163), anti-Cdk4 (sc-260), anti-cyclin D1 (sc-717), anti-p21 (sc-756), anti-TRP1 (sc-25543), anti-Dct (sc-25544), anti-Tyrosinase-Tyr (sc-15341) or anti-MITF (sc-11002), the latter made in goat. To detect H3K9me3, we used a polyclonal antibody made in rabbits (ab8898) (Abcam, Cambridge, UK), in all cases, final concentration of primary antibody was 0.4 µg/mL. As a secondary antibody, we used a CFL-647-labeled goat anti-rabbit (sc-362292) (Santa Cruz), and for H3K9me3 and MITF, a CFL-488-labeled goat anti-rabbit (sc-362262) and a chicken-marked anti-goat marked with Texas Red (sc-3923), respectively, both from (Santa Cruz) with concentrations and incubation times following manufacturer’s recommendations (0.4 µg/mL). After nuclei labeled with DAPI (4′,6-diamidino-2-phenylindole) (Sigma-Aldrich) and the coverslips mounted on 25% (*v*/*v*) glycerol (Merck), we acquired the images under an inverted microscope (Eclipse Ti, Kobe, Japan) in a bright field and with the filter corresponding to the used fluorophores. We quantified the mean fluorescence intensities (MFI) and calculated the apparent cell area from the bright-field photographs after defining each cell’s perimeter on the NIS-Elements program. 

### 4.8. Protein Expression by Western Blot

B16F1 cells were washed with sterile PBS and mechanically lysed in the presence of RIPA buffer (Sigma-Aldrich) containing 1mM phenyl-methyl sulfonyl-fluoride (PMFS) (Sigma-Aldrich) as a protease inhibitor. The samples were centrifuged at 13,000× *g* for 15 min at 4 °C. The supernatant and the protein concentration were quantified using a calibration curve constructed with bovine serum albumin and bicinchoninic acid (Pierce ™ BCA Protein Assay Kitt, Thermo Fisher Scientific) following the manufacturer’s recommendations. A total of 30 µg of protein quantified per sample was removed by 10% SDS-PAGE electrophoresis under denaturing conditions. The obtained gels were electro-transferred to a PVDF membrane (Millipore-Merck) using the Novex^®^ semi-dry system (Thermo Fisher Scientific) following the manufacturer’s recommendations. For immuno-detection, the non-specific sites of the PVDF membrane were blocked with a 1% (*m*/*v*) solution of polyvinylpyrrolidone (PVP-40) (Sigma-Aldrich) in PBS-Tween 20 (Sigma-Aldrich) [112] and incubated with the primary antibodies used in the immunofluorescence, in addition to p16INK4a/CDKN2A (ab108349) from Abcam and p27 (sc-528) (Santa Cruz). Subsequently, the incubation with the corresponding secondary antibody marked with horseradish peroxidase-HRP (VECTOR, Burlingame, CA, USA): anti-goat made in a horse (PI-9500) and anti-rabbit made in goat (P1-1000). As load control, we used the detection of the nuclear protein Lamina B1 (sc-6216) (Santa Cruz). Finally, the detection was completed by chemiluminescence using ECL-western blotting system (Amersham, Boston, MA, USA) and densitometric analysis in Fiji-ImageJ (https://fiji.sc/)

### 4.9. Extraction of Total RNA and Enrichment of Small RNAs

We followed the organic phase RNA extraction as the previously described protocol [113]. In brief, B16F1 cells were lysed in the presence of TRIzol (Invitrogen) to solubilize the melanin. The lysate was collected in 1.5 mL Eppendorf tubes and heated for 2 min at 65 °C [114]. By successive centrifugations with chloroform (Sigma-Aldrich), isopropanol (Biomedical Inc.), and 75% ethanol (Merck), the pellet dried at room temperature for 10 min and was resuspended in H2O DEPC (diethyl pirocarbonate, Sigma-Aldrich) for subsequent RT-qPCR assays and quantified by spectrophotometry (Nanodrop 2000, Thermo Fisher Scientific); or resuspended in transport buffer following the manufacturer’s recommendations, for subsequent sequencing. To obtain enriched fractions of small RNAs ≤ 200 nt, miRVana™ miRNA Isolation Kit (Ambion, Austin, TX, USA) was used following the manufacturer’s recommendations.

### 4.10. Small RNAseq

We used Illumina technology (Illumina, San Diego, California, USA) to sequence small RNAs. Before the library’s construction, evaluate the total RNA’s quality and integrity on an Agilent RNA ScreenTape System (Illumina) under RNA integrity number (RIN) and TruSeq Small RNA Library Prep Kit (Illumina), following the manufacturer’s recommendations. A total RNA fraction coupled to 5′ and 3′ adapters to the corresponding RT-PCR for 15 cycles. The amplification products fractionated by 6% polyacrylamide gel electrophoresis, and the amplified library region containing the fraction of miRNAs (140–150 nt), was separated, precipitated with ethanol, and quantified on nanodrop. The library was run on a HiSeq 2500 (Illumina) in a fast read-per-cycle 1 × 50 format (single read), averaging 1.0 × 10^7^ readings per sample. The quality control and the normalization of the readings obtained using the BaseSpace^®^ App, Small RNA v1.0 (Illumina), the sequences converted into FastQ files, and the quality of the readings was analyzed multiQC and confirmed in Galaxy by FastQC (https://usegalaxy.org/). The alignments for readings obtained between 17 and 35 nt against the reference genome for Mus musculus (mm9) and other databases including miRBase version 21 to identify mature miRNAs (http://www.mirbase.org/) in whose case was only assigned the name of the miRNAs when we found 100% identity between the reading and the miRBase reference. We registered the data at the Gene Expression Omnibus-GEO-NCBI with the access number GSE147170 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147170).

### 4.11. Principal Components Analysis-PCA

We assessed the PCA in R code under the “plot PCA” function. To summarize the systematic patterns of variation in the readings obtained from the sequencing in principal components, we achieved orthogonal transformation by reducing each sample at one point [115], provided separate samples by expression variation, and identified possible outliers for each sample. For the construction of the 3D PCA, we used the first three principal components. 

### 4.12. Differential Expression Analysis of miRNAs from Sequencing Reads

To determine the differentially expressed miRNAs, we used the DESeq2 (Bioconductor) library in R code; a library specialized in the analysis of count data that provides methods to evaluate the differential expression using the negative binomial distribution and the shrinkage estimator for the distribution of the variance [116,117]. We normalized the data by calculating each factor’s weight using a function that calculates its weight. With the normalized data, we proceeded to calculate the miRNAs differentially expressed using the “results” function DESeq2 considering differences in expression of those miRNAs with *p*-value adjusted correction multiple, smaller testing 5% [117]. The miRNAs’ differential expression values were visualized in heat maps using the “pheatmap” function in R code [118]; we represented the differential expression data in a grid. Each row represented a miRNA, and each column represented a sample. The squares’ color and intensity represent changes (not absolute values) of the expression. For illustration purposes, unsupervised clustering using the hierarchical clustering based on the Lance-Williams algorithm was performed using the library pheatmap Raivo Kolde (2019). pheatmap: R package version 1.0.12. https://CRAN.R-project.org/package=pheatmap and Cluster Analysis Basics and Extensions. R package version 2.1.0. in R [119,120].

### 4.13. Prediction of Molecular Targets (mRNAs) of microRNAs by TargetScan Mouse

We selected some molecular targets (mRNAs), which had a previous report of changes in their expression in models of decreased growth and differential pigmentation induced by L-Tyr or 5-Brd-2′-dU with B16F1 cells or in other cell models. By using TargetScanMouse 7.1 (http://www.targetscan.org/mmu_71/), we performed the prediction of all potential miRNAs that could have that gene as a molecular target. The report generated was filtered using the list of miRNAs with differential expression obtained by DESeq2 [121].

### 4.14. RT-qPCR-Stem-Loop for miRNAs and RT-PCR for mRNAs

We selected seven miRNAs to confirm their expression by RT-qPCR stem-loop. For this, we used a stable loop-type structure (stem-loop) to provide additional length to the target cDNA, optimize its melting temperature (Tm), and improve the assay’s specificity (Table S4. List of primer sets for genes and miRNAs used in RT-qPCR and RT-qPCR-stem loop). The miRNAs RT and qPCR assays were conducted with the mirVana™ microRNA Detection Kit (Thermo Fisher Scientific) following the manufacturer’s recommendations. We started with 65 ng of RNA for RT, and cDNA synthesis run in a thermocycler (BIO-RAD, Hercules, California, USA): 30 min at 16 °C, 30 min at 42 °C, and 5 min at 85 °C. For qPCR, we used 2.5 µg of cDNA in the Chromo4™ thermal cycler (BIO-RAD) under the program: 3 min at 95 °C and 40 cycles: 15 s at 95 °C for denaturation, followed by 1 min at 60 °C for ringing and 1 min at 72 °C extensions, after 40 cycles a final extension left at 72 °C for 10 min.

For the RT-qPCR of the mRNAs, we synthesized cDNA from 2 ng of total RNA and 500 µg/mL of OligodT (Invitrogen) and Superscript II reverse transcriptase (Invitrogen); the samples were run in a thermal cycler (BIO-RAD) for 50 min at 42 °C and 15 min at 70 °C. For real-time PCR (qPCR), 600 ng of cDNA, the sense and antisense primers corresponding to each evaluated mRNA (Table S4. Primers list), and DyNAmo HS SYBR Green Kit (Thermo Fisher Scientific) were used, following the manufacturer’s recommendations. The amplification in a BIO-RAD Chromo4™ under the following conditions: 95 °C 15 min to activate the polymerase and 36 cycles that included 10 s at 96 °C to denature, 30 s annealing temperature according to each set of primers, and 30 s at 72 °C extension. We identified the respective melting curve of 55–95 °C with data obtained from the Opticon Monitor 3 (BIO-RAD) program for both qPCRs of miRNAs and mRNAs. To quantify mRNA and miRNA Differential expression analysis with qPCR, we use the relative expression ratio (rER) model to establish the mRNAs’ miRNAs’ differential expression [122]. This method adjusts the expression level according to the efficiency of each PCR run. As references, we used GAPDH for mRNAs or U6 snRNA for miRNAs.

### 4.15. Construction of Co-Expression Networks for miRNAs (RC-miR)

For the RC-miR construction, we used the previously proposed [123], all in R code. The structure of these networks began with creating a similarity matrix, followed by selecting the similarity threshold, constructing an adjacency matrix, and plotting the generated groupings. It found that the relationship between miRNAs was not linear, so the calculation of the similarity matrix of each of the expression matrices was made with the criterion of mutual information (M.I.) because M.I. is capable of detecting nonlinear correlations that are undetectable for other metrics such as the Pearson coefficient [124]. It was necessary to perform a discretization of the normalized expression data, and we used the “Equal Frequency” method. Finally, the values were adjusted to a correlation coefficient between [0, 1] [125]. We constructed six matrices of similarity by using the M.I. coefficient as a similarity metric and the expression matrix that included the normalized counts of the Small RNA-seq for the miRNAs with differential expression found in the B16F1 cells exposed or not to L-Tyr or 5-Brd-2′-dU, expressed in blocks or by groups: over or under-expressed. We established a similarity threshold to build the adjacency matrix from which the correlation (similarity) between two miRNAs was considered significant. We selected this threshold by comparing the grouping coefficient of the obtained network (*C*(*τ*)) and the expected grouping coefficient for a random network (*Co*(*τv*)), with different values of (tao) *τ* between 0.01 and 0.99 (Equation (1)) [123,126].

(1) $${\;}^{*}=\{\tau_{v}:\left|C\left(\tau_{v}\right)-Cr\left(\tau_{v}\right)|\;>\;\right|C\left(\tau_{v+1}\right)-Cr\left(\tau_{v+1}\right)|\}$$

As the RC-miRs are non-directed networks, we generated an adjacency matrix (A), indicating which nodes were connected and composed only of ones and zeros generated following Equation (2).

(2) $$a_{ii}=0\;for\;all\;ii\;a_{ij}=1\;if\;{|}_{ij}|\;>\;a_{ij}=0\;in\;other\;case$$

We visualized the network using the *igraph* library in R, and we achieved the graphs obtained representing the co-expression networks of miRNAs from multiple experiments.

### 4.16. Regulation Networks and Functional Enrichment

We used miRNet to construct regulatory network models (https://www.mirnet.ca/), an open-access web-based tool that integrates multiple statistical tools, data mining, and visualization systems miRNA-target interaction studies [127,128]. In addition to implementing a flexible interface to filter, refine, and personalize data during network creation, miRNet contains a network visualization system with the possibility of functional enrichment analysis via KEGG, G.O., and Reactome signaling pathways. Tool fed with miRNAs I.D.s over or under-expressed by exposure to L-Tyr or 5-Brd-2′-dU, and for functional enrichment, we used the KEGG signaling pathways and statistical analysis hypergeometric test.

### 4.17. Statistic Analysis

We used an unpaired Student’s *t*-test to test for significant differences between each exposure and control. Except where otherwise noted, the number of independent replicates used in the statistical analyses was three; values reported as mean ± S.D. and results were considered not significant (ns) with *p* > 0.05, significant (*) with *p* < 0.05, very significant (**) with *p* < 0.01, highly significant (***) with *p* < 0.001 and very highly significant (****) with *p* < 0.0001. For multiple tests, the significance level (a two-tailed *t*-multiple test was performed *), and the differences were considered statistically significant for a *p*-value < 0.05 using the Holm–Sidak method with GraphPad Prism^®^ (Graphpad Software Inc., La Jolla, CA, USA). The functional enrichment by KEGG signaling pathways in the miRNet web tool included hypergeometric tests and was considered statistically significant for *p* < 0.05 values. Finally, the significance statistic of differentially expressed microRNAs from small RNAseq counts was carried out with DESeq2 algorithm in R code and included the correction of multiple tests.

## 5. Conclusions

L-Tyr and 5-Brd-2′-dU induces a profile of microRNAs in the melanoma cell line B16F1. We identified potential miRNA antagonism and coordination networks on genes involved in pigmentation, cell cycle control, and senescence.

## Figures and Tables

**Figure 1:**
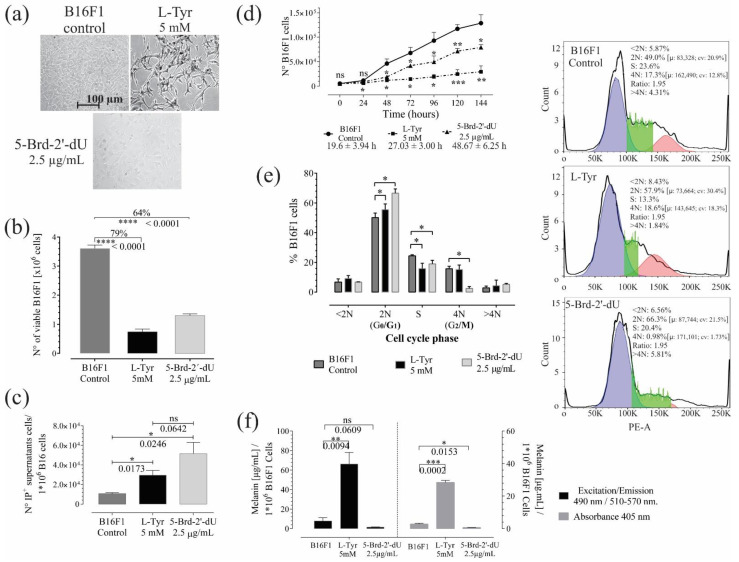
Exposure to L-Tyr or 5-Brd-2′-dU for 72 h in B16F1 cells generates a reduction in the number of cells and affects melanin concentration. (**a**) Representative photographs of B16F1 cells exposed to 5 mM L-Tyr or 2.5 μg/mL 5-Brd-2′-dU after 72 h. (**b**) Quantification of the number of viable cells by Trypan Blue exclusion assay. (**c**) The number of cells in supernatants that incorporate Propidium Iodide (I.P.). (**d**) Changes in B16F1 cell number by MTT assay and population doubling times. (**e**) Frequency histograms of DNA content. Permeable cells incorporated PI; the cell cycle analysis corresponds to a univariate Gaussian distribution model. FlowJo algorithm function revealed phase S cells, (**f**) Melanin concentration from B16F1 cells after exposure to L-Tyr or 5-Brd-2′-dU by spectrophotometry fluorescence. The significance (*) using two-tailed multiple *t*-tests, and the differences were considered statistically significant for a *p*-value < 0.05 using Welch’s correction. significant (*) with *p* < 0.05, very significant (**) with *p* < 0.01, highly significant (***) with *p* < 0.001 and very highly significant (****) with *p* < 0.0001.

**Figure 2:**
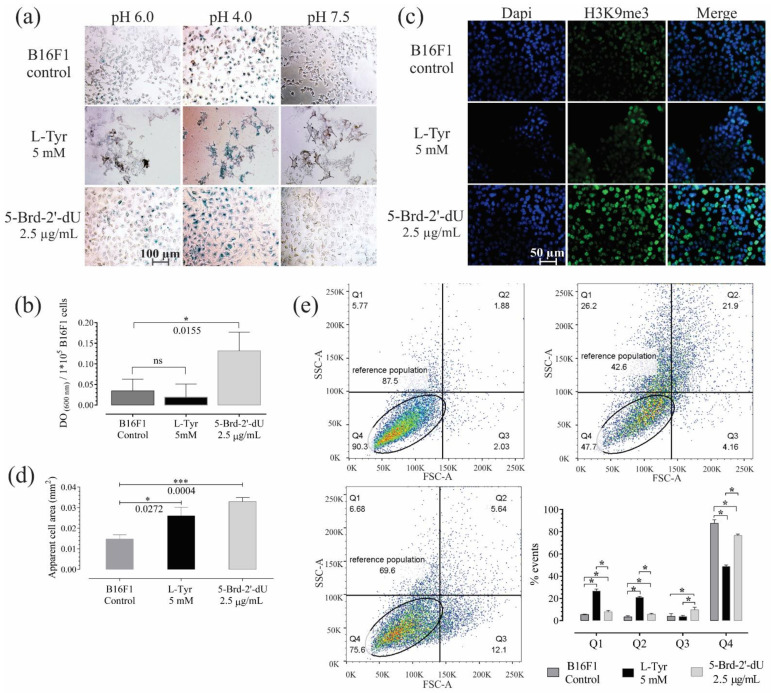
B16F1 cells exposed for 72 h to 5-Brd-2′-dU reveal changes in markers associated with senescence. (**a**) Representative photographs of B16F1 cells after the chromogenic assay for senescence-associated β-Galactosidase activity (S.A. β-Gal). (**b**) Quantification by spectrophotometry of the S.A. β-Gal activity at pH 6.0. (**c**) Representative photographs of immunofluorescence (IF) in B16F1 cells labeled against histone H3K9me3 (green) and nucleus staining with DAPI (blue). (**d**) Measurement of the apparent cell area in µm2 from bright-field photographs of 100 B16F1 cells (*n* = 3). (**e**) Diagram of cell complexity (SSC-A) and size (FSC-A) acquired by flow cytometry and its distribution by quartiles (Q1, Q2, Q3, and Q4). The significance level (*) using two-tailed multiple *t*-tests, and the differences were considered statistically significant for a *p*-value < 0.05 using the Holm–Sidak method. Significant (*) with *p* < 0.05, significant (***) with *p* < 0.001.

**Figure 3:**
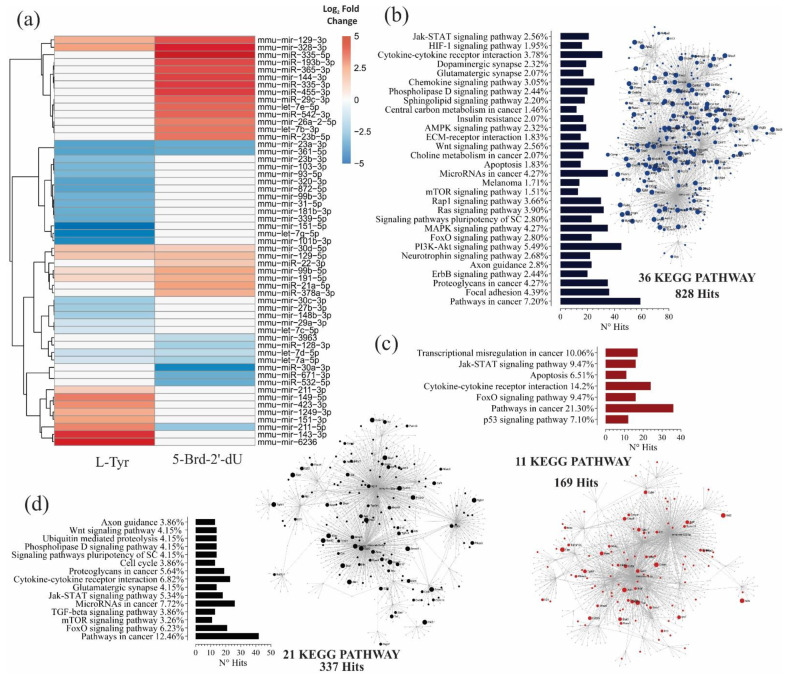
B16F1 cells induced to differential pigmentation and decreased proliferation, show changes in miRNA expression and, together with their molecular targets, make up potential gene interaction networks. (**a**) A heat map with the relative expression levels of 55 differentially expressed miRNAs, obtained by Small RNA-seq from B16F1 cells exposed to 5 mM L-Tyr or 2.5 μg.mL^−1^ 5-Brd-2′-dU concerning non-exposed B16F1 control cells; red, expression up, blue, expression down, and white indicator of no variation. Differential expression by using the DESeq2 program. (**b**–**d**) Analysis of functional enrichment by KEGG signaling pathways of the potential interactions between differentially expressed miRNAs and their molecular targets in a network model, for exposure of melanoma cells to L-Tyr (**b**), 5-Brd-2′-dU (**c**), and 5-Brd-2′-dU with relative to L-Tyr (**d**). The related KEGG signaling pathways were considered statistically significant for a *p*-value < 0.05 after applying a hypergeometric test.

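The heat map of Figure 3a covers miRNAs called for either exposure. With edgeR's quasi-likelihood test, 1 name was called for L-Tyr or 5-Brd-2′-dU relative to control cells, beside 121 and 156 tags with an unadjusted p under 0.05. That name is miR-3963, whose tag has no exact match in mm9 and may be the end of a transfer RNA rather than a miRNA. The number of names in either was 50 with DESeq2's Wald test, the largest among the alternatives, and 48 with edgeR without a filter on low counts.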

**Figure 4:**
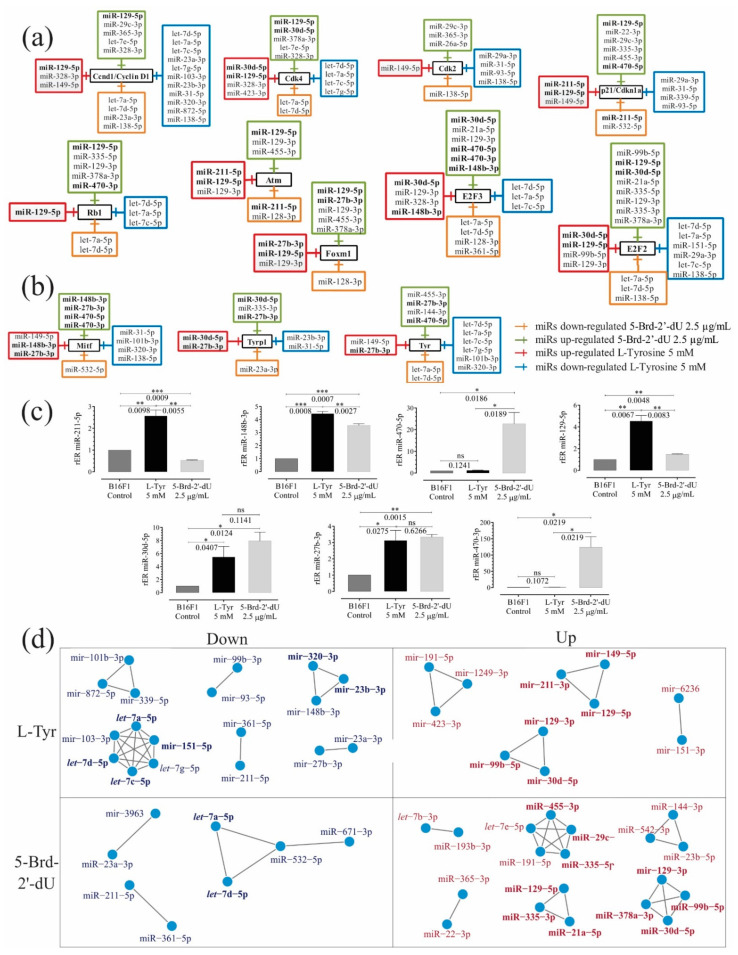
Sets of miRNAs show coordinated expression patterns in the differential pigmentation model and reduced proliferation induced in melanoma B16F1 cells. Sets of over-and under-expressed miRNAs and their potential candidate genes associated with cell cycle and senescence control (**a**) and melanogenesis (**b**) using the TargetScanMouse tool version 7.1. (**c**) Relative expression radius (rER) of miRNAs by RT-qPCR stem-loop for miRNAs 211-5p, 148b-3p, 470-5p, 129-5p, 27b-3p, 470-3p and 30d-5p (*n* = 3). (**d**) Co-expression networks from normalized Small RNA-Seq count of under-expressed miRNAs of B16F1 cells exposed to L-Tyr or 5-Brd-2′-dU. The level of significance (*) using two-tailed multiple *t*-tests. The differences were considered statistically significant for a *p*-value < 0.05, ns: not significant. Significant (*) with *p* < 0.05, very significant (**) with *p* < 0.01, highly significant (***) with *p* < 0.001.

**Figure 5:**
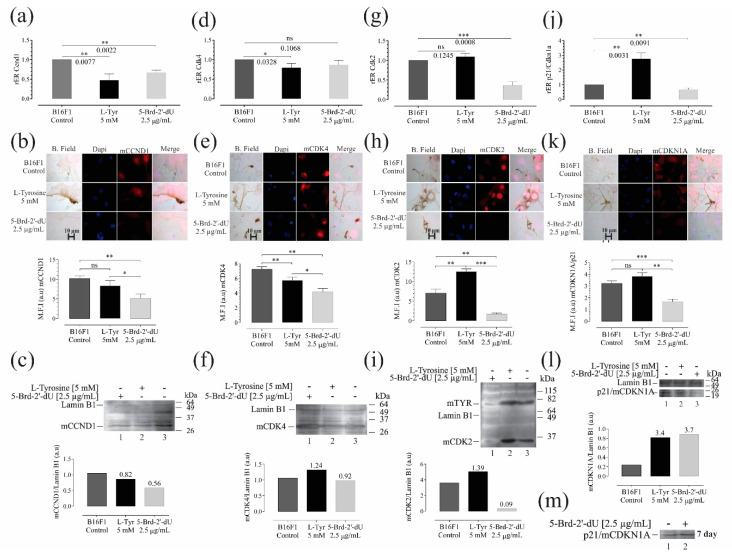
Variations in the expression of genes and their protein products, associated with controlling the cell cycle and senescence in B16F1 cells, induced differential pigmentation and decreased proliferation. Relative expression radius (rER) by RT-qPCR, (*n* = 4), representative photographs of the location and distribution by immunofluorescence (red) in nuclear counterstain with DAPI (blue), quantification of expression by mean fluorescence intensity (MFI), and western blot for CCnd1 (**a**–**c**), Cdk4 (**d**–**f**), Cdk2 (**g**–**i**) and p21 (**j**–**m**). The level of significance (*) using two-tailed multiple *t*-tests. The differences were considered statistically significant for a *p*-value < 0.05, ns: not significant. Significant (*) with *p* < 0.05, very significant (**) with *p* < 0.01, highly significant (***) with *p* < 0.001.

**Figure 6:**
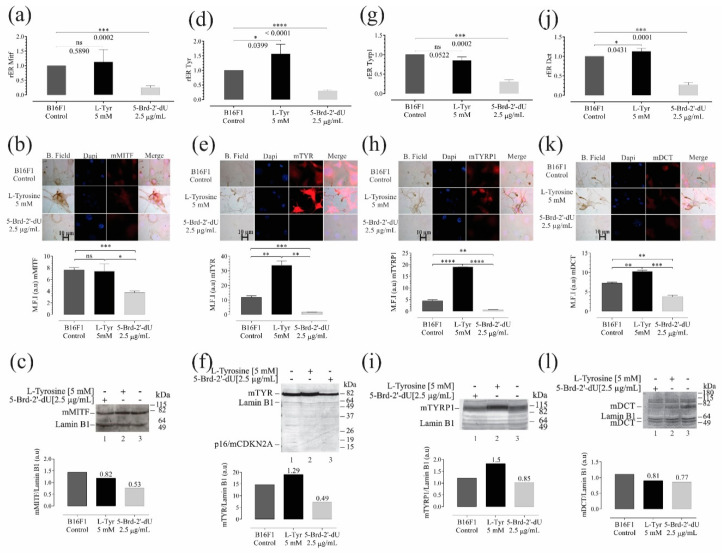
Variations in the expression of genes and their protein products are associated with melanogenesis in B16F1 cells induced at differential pigmentation and a decrease in proliferation. Relative expression radius (rER) by RT-qPCR, *n* = 4, representative photographs of the location and distribution by immunofluorescence (red) in nuclear counterstain with DAPI (blue), quantification of expression by mean fluorescence intensity (MFI), and western blot for the master regulator of melanocyte cell differentiation—MITF (**a**–**c**), and the enzymes Tyr (**d**–**f**), Trp1 (**g**–**i**), and Dct (**j**–**l**). The level of significance (*) using two-tailed multiple *t*-tests. The differences were considered statistically significant for a *p*-value < 0.05, ns: not significant. Significant (*) with *p* < 0.05, very significant (**) with *p* < 0.01, highly significant (***) with *p* < 0.001 and very highly significant (****) with *p* < 0.0001.

**Table 1:** List of differential microRNAs expression in B16F1 melanoma cells exposed for 72 h to 5-Bromo-2-Deoxyuridine 2.5 µg.mL^−1^ or L-Tyrosine amino acid 5 mM. microRNA ID refers to the identification number of miRNA register in miRBase; Log2 Fold Change represents times of change in the expression; *p*-value corresponds to the statistical significance and p-*adj* significance by multiple tests correction; baseMean means the average counts.

L-Tyr vs. Respect to Unexposed B16 Cells					5-Brd-2′-dU vs. Respect to Unexposed B16 cells					5-Brd-2′-dU vs. Respect to L-Tyr				
microRNA ID	log_2_ Fold Change	*p*_Value_	p*_adj_*	BaseMean	microRNA ID	log_2_ Fold Change	*p*_Value_	p*_adj_*	BaseMean	microRNA ID	log_2_ Fold Change	*p*_Value_	p*_adj_*	BaseMean
mmu-let-7d-5p	−0.93	8.701 × 10^−4^	2.504 × 10^−2^	2014	mmu-mir-3963	−1.85	1804 × 10^−9^	1.401 × 10^−6^	29645	mmu-mir-30d-5p	−1.04	8.70 × 10^−6^	6.50 × 10^−4^	2326
mmu-let-7a-5p	−0.64	1.05 × 10^−3^	3.27 × 10^−2^	1648	mmu-let-7a-5p	−0.96	6.47 × 10^−4^	2.093 × 10^−2^	1300	mmu-mir-211-5p	−2.20	1.03 × 10^−5^	7.15×10^−4^	2024
mmu-mir-151-5p	−0.94	3.567 × 10^−4^	1.375 × 10^−2^	859	mmu-let-7d-5p	−0.89	1.425 × 10^−3^	3.882 × 10^−2^	1030	mmu-mir-1249-3p	−2.23	6.09 × 10^−5^	3.02 × 10^−3^	705
mmu-mir-29a-3p	−0.94	2.239 × 10^−7^	3.885 × 10^−5^	636	mmu-mir-211-5p	−1.36	3.164 × 10^−4^	1.199 × 10^−2^	696	mmu-mir-211-3p	−2.87	1.16 × 10^−6^	1.89 × 10^−4^	126
mmu-let-7c-5p	−0.84	1.247 × 10^−3^	3.762 × 10^−2^	533	mmu-mir-128-3p	−1.91	9.496 × 10^−5^	4.589 × 10^−3^	232	mmu-mir-30a-3p	−5.10	5.56 × 10^−9^	2.70 × 10^−6^	45
mmu-mir-27b-3p	−1.47	5.270 × 10^−4^	1.97 × 10^−2^	377	mmu-mir-361-5p	−1.72	8.53 × 10^−5^	4.014 × 10^−3^	204	mmu-mir-501-3p	−3.40	1.38 × 10^−4^	6.27 × 10^−3^	43
mmu-mir-148b-3p	−2.00	2.046 × 10^−5^	1.775 × 10^−3^	118	mmu-mir-138-5p	−3.26	1.889 × 10^−5^	2.000 × 10^−4^	65	mmu-mir-130b-3p	−3.16	5.74 × 10^−4^	2.15 × 10^−2^	31
mmu-mir-23a-3p	−3.05	1.413 × 10^−4^	7.519×10^−3^	49	mmu-mir-671-3p	−2.35	1.686 × 10^−3^	4.292 × 10^−2^	27	mmu-mir-671-3p	−2.76	1.30 × 10^−4^	6.12 × 10^−3^	29
mmu-mir-99b-3p	−2.98	3.64 × 10^−7^	5.535 × 10^−5^	45	mmu-mir-30a-3p	−4.20	1.719 × 10^−6^	2.670 × 10^−4^	26	mmu-mir-351-5p	−4.35	9.37 × 10^−6^	9.10 × 10^−4^	25
mmu-let-7g-5p	−4.44	8.90 × 10^−9^	4.118 × 10^−6^	45	mmu-mir-23a-3p	−3.13	8.000 × 10^−4^	2.484 × 10^−2^	17	mmu-mir-6236	−4.22	1.52 × 10^−6^	2.02 × 10^−4^	22
mmu-mir-30c-3p	−2.09	6.679 × 10^−4^	2.377 × 10^−2^	35	mmu-mir-532-5p	−3.10	1.498 × 10^−3^	3.976 × 10^−2^	11	mmu-mir-103-3p	−3.20	1.32 × 10^−3^	4.38 × 10^−2^	11
mmu-mir-103-3p	−2.87	5.338 × 10^−5^	4.116 × 10^−3^	32	mmu-mir-99b-5p	1.14	2.312 × 10^−4^	7.241 × 10^−3^	10602	mmu-mir-26a-5p	0.73	6.91 × 10^−5^	3.63 × 10^−3^	1879
mmu-mir-23b-3p	−2.70	1.346 × 10^−4^	7.473 × 10^−3^	28	mmu-mir-129-5p	1.6	2.962 × 10^−5^	1.550 × 10^−3^	1955	mmu-mir-21a-5p	1.67	6.68 × 10^−5^	3.02 × 10^−3^	518
mmu-mir-361-5p	−3.39	1.787 × 10^−4^	8.670 × 10^−3^	23	mmu-mir-22-3p	1.32	1.698 × 10^−4^	6.194 × 10^−3^	764	mmu-let-7b-3p	1.78	9.39 × 10^−5^	4.57 × 10^−3^	203
mmu-mir-31-5p	−3.01	1.881 × 10^−4^	8.704 × 10^−3^	22	mmu-mir-30d-5p	1.20	2.214 × 10^−5^	1.719 × 10^−3^	618	mmu-mir-335-5p	4.00	3.35 × 10^−4^	1.14 × 10^−2^	141
mmu-mir-101b-3p	−4.12	3.302 × 10^−6^	3.554 × 10^−4^	17	mmu-mir-191-5p	1.48	3.663 × 10^−4^	1.326 × 10^−3^	574	mmu-mir-193b-3p	6.14	1.23 × 10^−14^	8.95 × 10^−12^	68
mmu-mir-320-3p	−3.37	1.658 × 10^−4^	8.670 × 10^−3^	14	mmu-mir-21a-5p	2.17	2.679 × 10^−4^	7.450 × 10^−3^	560	mmu-mir-484	2.88	1.89 × 10^−5^	1.44 × 10^−3^	65
mmu-mir-181b-3p	−3.11	7.574 × 10^−4^	2.564 × 10^−2^	12	mmu-mir-335-5p	3.32	1.029 × 10^−4^	3.727 × 10^−3^	329	mmu-mir-99b-3p	2.89	3.87 × 10^−4^	1.52 × 10^−2^	54
mmu-mir-872-5p	−3.37	2.226 × 10^−4^	9.848 × 10^−3^	12	mmu-let-7b-3p	1.77	1.009 × 10^−3^	2.909 × 10^−2^	228	mmu-mir-335-3p	4.75	1.05 × 10^−5^	6.80 × 10^−4^	51
mmu-mir-29a-3p	−3.51	1.083 × 10^−4^	6.592 × 10^−3^	11	mmu-mir-129-3p	2.10	2.947 × 10^−4^	1.149 × 10^−2^	191	mmu-mir-365-3p	4.30	9.47 × 10^−3^	7.20 × 10^−4^	42
mmu-mir-339-5p	−3.15	6.087 × 10^−4^	2.283 × 10^−2^	11	mmu-mir-335-3p	3.46	4.762 × 10^−5^	2.917 × 10^−3^	171	mmu-miR-144-3p	3.54	4.52 × 10^−4^	1.74 × 10^−2^	35
mmu-mir-93-5p	−2.84	1.31 × 10^−3^	3.868 × 10^−2^	10	mmu-mir-455-3p	2.75	2.150 × 10^−4^	7.299 × 10^−3^	153	mmu-mir-27b-3p	3.46	6.08 × 10^−5^	3.17 × 10^−3^	32
mmu-mir-30d-5p	1.02	8.078 × 10^−6^	7.626 × 10^−4^	5118	mmu-mir-378a-3p	2.07	5.965 × 10^−5^	3.431 × 10^−3^	104	mmu-mir-320-3p	3.65	2.18 × 10^−4^	9.65 × 10^−3^	23
mmu-mir-211-5p	1.1	6.743 × 10^−4^	2.318 × 10^−2^	1391	mmu-mir-193b-3p	3.64	1.059 × 10^−4^	4.269 × 10^−3^	97	mmu-mir-27a	4.21	1.61 × 10^−5^	1.38 × 10^−3^	21
mmu-mir-211-3p	1.26	8.183 × 10^−5^	5.408 × 10^−3^	159	mmu-miR-144-3p	3.79	9.074 × 10^−5^	4.145 × 10^−3^	42	mmu-mir-193b	4.03	4.33 × 10^−5^	2.52 × 10^−3^	20
mmu-mir-129-5p	1.35	4.746 × 10^−4^	1.553 × 10^−2^	677	mmu-mir-29c-3p	3.42	2.991 × 10^−4^	1.161 × 10^−2^	23	mmu-mir-221-3p	3.39	7.87 × 10^−4^	2.80 × 10^−2^	15
mmu-mir-99b-5p	0.85	2.270 × 10^−4^	9.848 × 10^−3^	670	mmu-mir-365-3p	3.64	7.318 × 10^−5^	3.788 × 10^−3^	22	mmu-let-7e-5p	3.66	2.37 × 10^−4^	1.02 × 10^−2^	13
mmu-mir-1249-3p	2.11	6.548 × 10^−8^	1.515 × 10^−5^	524	mmu-mir-26a-2-5p	3.03	1.511 × 10^−3^	3.976 × 10^−2^	22	mmu-mir-455-3p	3.36	8.42 × 10^−4^	2.90 × 10^−2^	12
mmu-mir-191-5p	1.00	3.067 × 10^−4^	1.228 × 10^−2^	355	mmu-let-7e-5p	3.35	4.058 × 10^−4^	1.500 × 10^−2^	20					
mmu-mir-129-3p	2.10	3.328 × 10^−6^	3.554 × 10^−4^	322	mmu-mir-328-3p	4.18	8.692 × 10^−6^	1.038 × 10^−3^	16					
mmu-mir-328-3p	2.50	6.864 × 10^−5^	5.014 × 10^−3^	81	mmu-mir-542-3p	3.37	5.392 × 10^−4^	1.820 × 10^−2^	16					
mmu-mir-151-3p	2.38	1.237 × 10^−4^	7.153 × 10^−3^	61	mmu-mir-23b-5p	3.13	1.360 × 10^−3^	3.770 × 10^−2^	15					
mmu-mir-143-3p	4.01	6.562 × 10^−7^	8.280 × 10^−5^	40										
mmu-mir-149-5p	3.03	9.253 × 10^−4^	2.987 × 10^−2^	26										
mmu-mir-6236	4.38	1.794 × 10^−7^	3.556 × 10^−5^	21										
mmu-mir-423-3p	2.79	1.246 × 10^−^^3^	3.762 × 10^−2^	20										

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147170].

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/22/4/1591/s1.

# Supplementary material for: Reciprocal Changes in miRNA Expression with Pigmentation and Decreased Proliferation Induced in Mouse B16F1 Melanoma Cells by l-Tyrosine and 5-Bromo-2′-Deoxyuridine
**Source:** Int J Mol Sci. 2021 Feb 5;22(4):1591. doi: 10.3390/ijms22041591
**Supplement:** Supplementary file 1

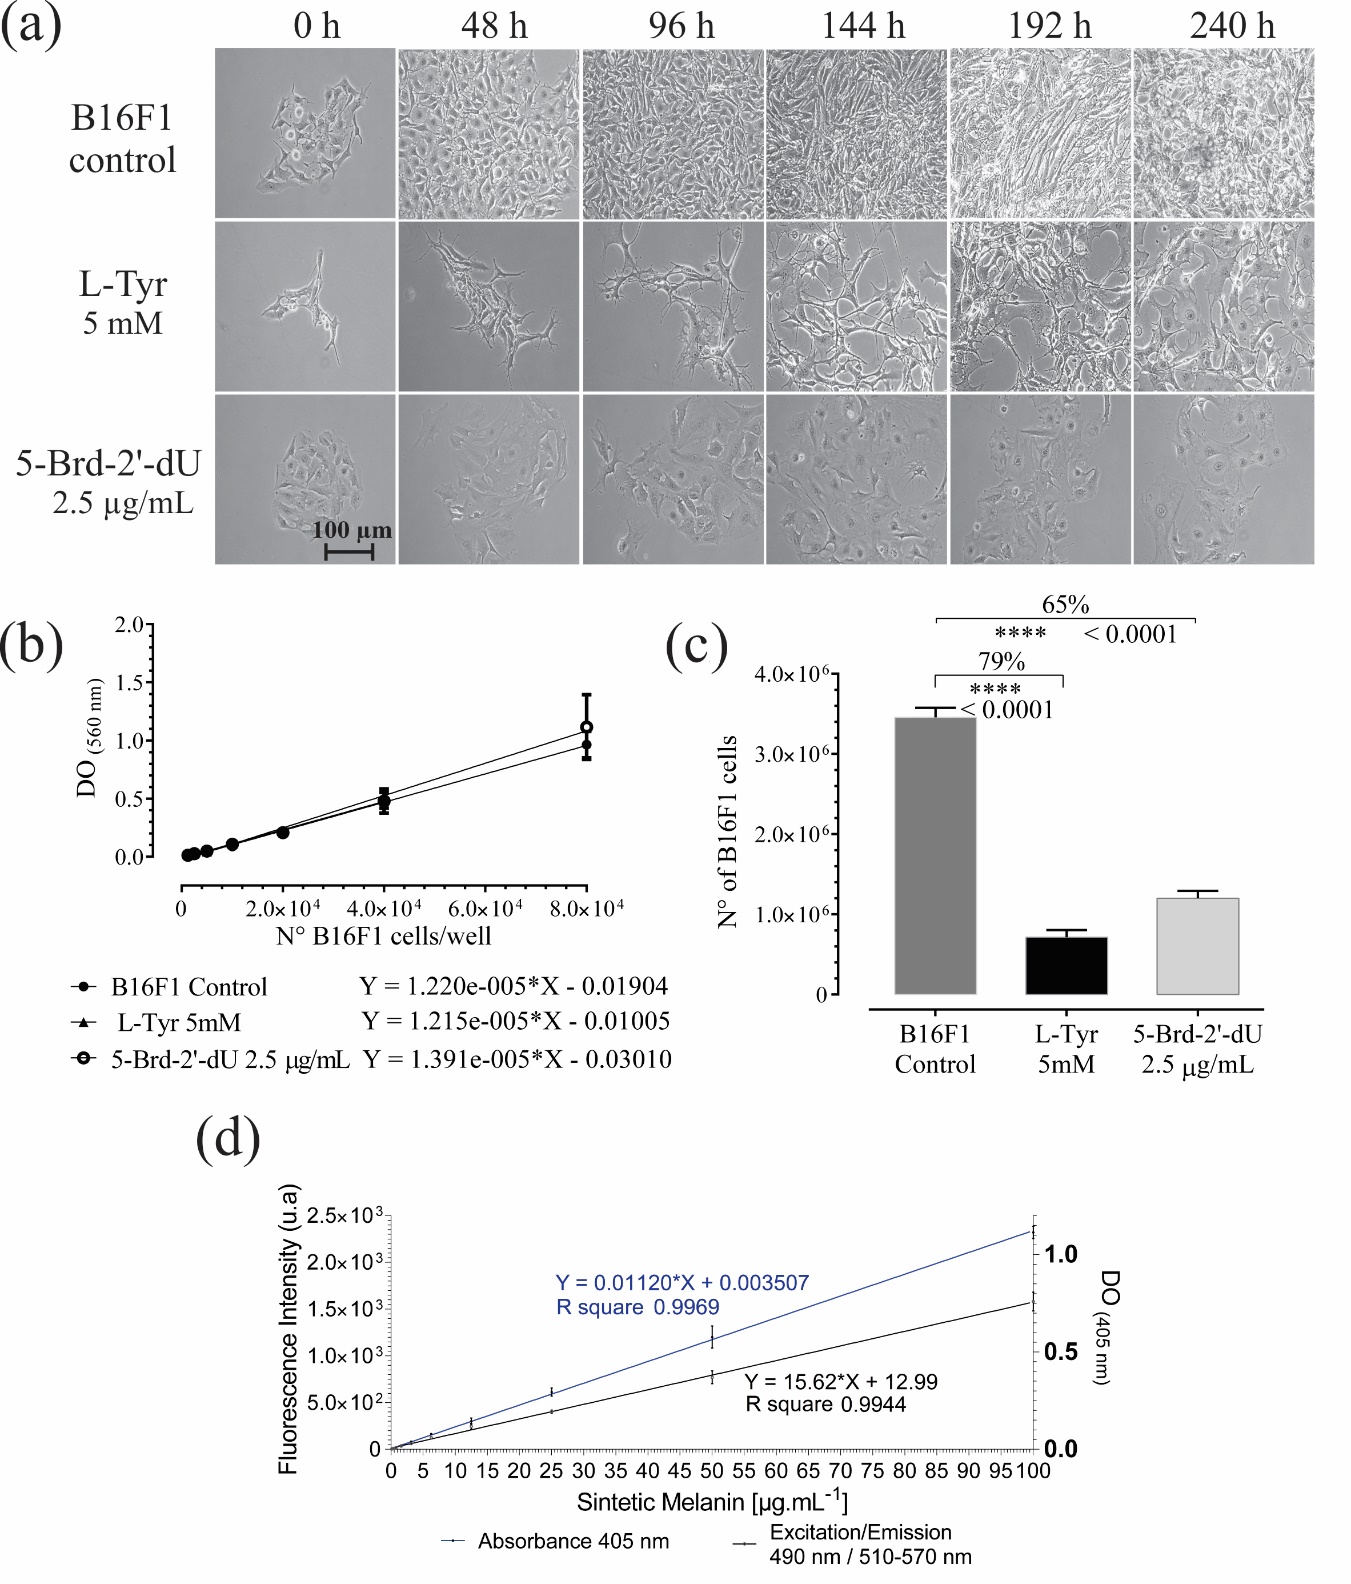

**Figure S1.** (**a**) Representative photographs of B16F1 cells between 0 h and 240 h after exposure to 5 mM L-Tyr or 2.5 µg. mL-1 BrdU. (**b**) Calibration curve for B16F1 cells and their absorbance measured by MTT reductase activity. (**c**) Number of B16F1 cells determined by MTT reductase activity after exposure to L-Tyr or BrdU. (**d**) Calibration curve for synthetic melanin and its quantification by absorbance and fluorescence. We considered statistically significant (*) using a two-tailed t-Student test, and the difference for a *p-value* <0.05, ns: not significant.

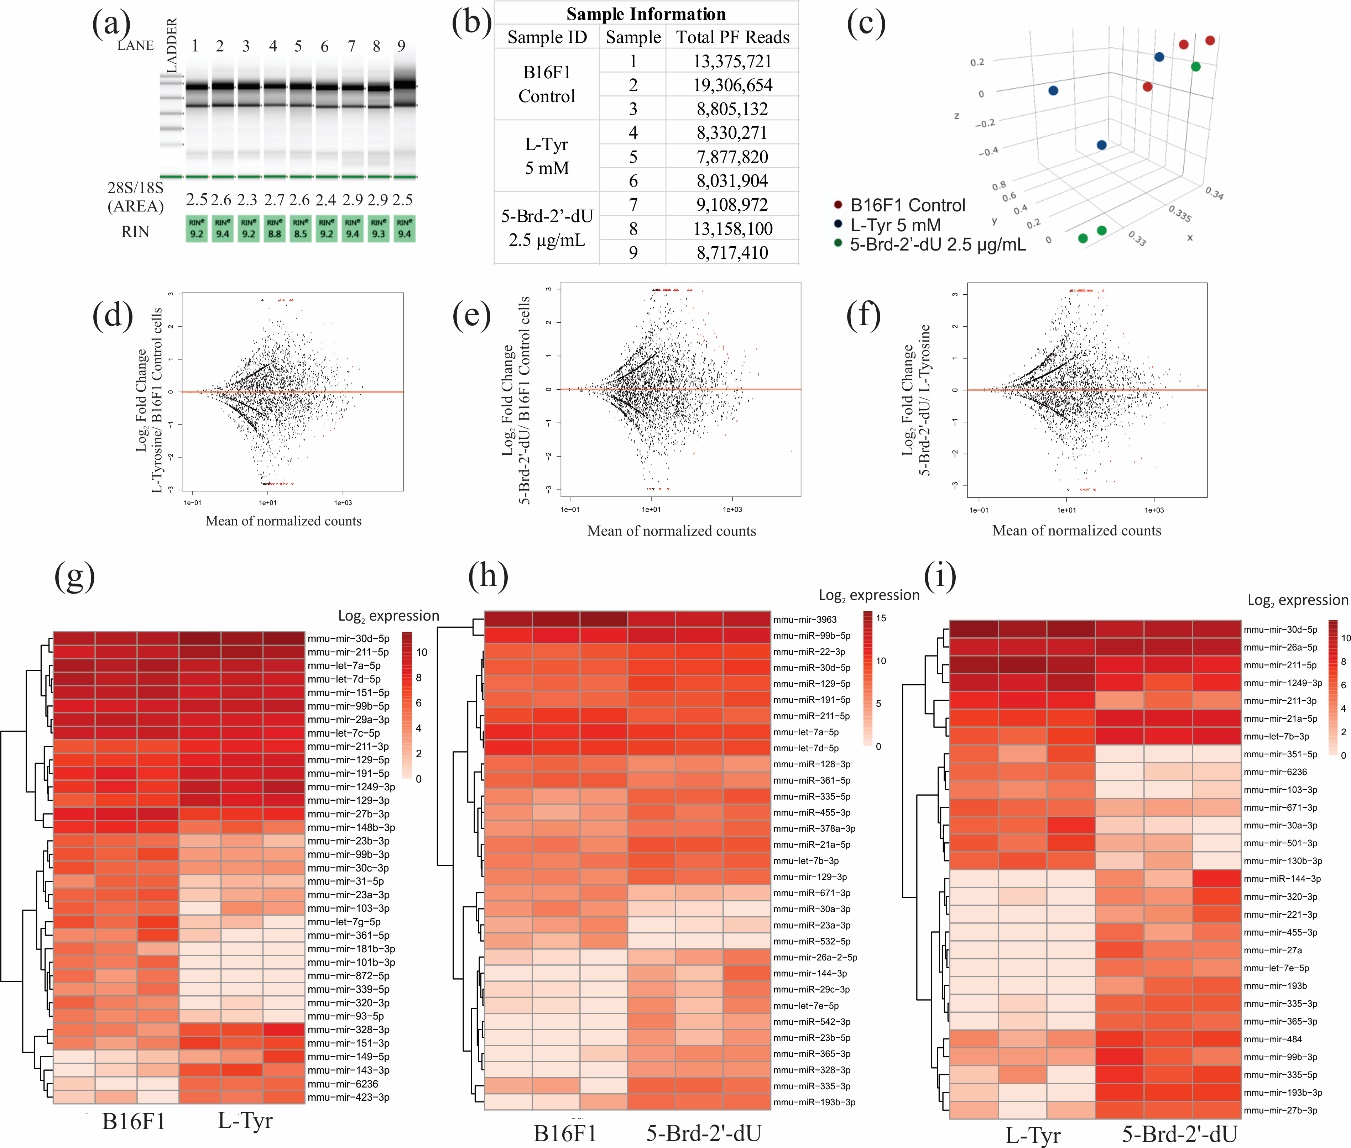

**Figure S2.** (**a**) Capillary electrophoresis and RNA integrity number (RIN) for RNA samples extracted from unexposed B16F1 cells (1, 2, and 3), exposed to L-Tyr (4, 5, and 6) or BrdU (7, 8, and 9). (**b**) The total number of reads obtained by last generation sequencing (small RNAseq). (**c**) Principal Component Analysis (PCA) in 3D for the total reads obtained by small RNAseq. (**d-f**) A plot of the logarithm of the fold change concerning the mean of normalized counts for the miRNAs obtained by sequencing in melanoma cells exposed to L-Tyr (**d**), BrdU (**e**), and BrdU concerning L-Tyr (**f**). (**g-i**) A heat map with the relative expression levels of miRNAs differentially expressed in B16F1 cells exposed to L-Tyr (**g**) and BrdU (**h**) concerning non-exposed cells and in (**i**) the expression of the BrdU miRNAs concerning L -Tyr. Increased intensity of the red color indicates overexpression.

**Table S1.** Functional Enrichment using KEGG on the microRNAs-target regulation network (L-Tyrosine up and down-regulated concerning B16F1 control cells)

**Table S2.** Functional Enrichment using KEGG on the microRNAs-target regulation network (BrdU up and down-regulated concerning B16F1 control cells)

**Table S3.** Functional Enrichment using KEGG on the microRNAs-target regulation network (BrdU up and down-regulated concerning L-Tyr)

**Table S4.** List of primer sets for genes and miRNAs used in RT-qPCR and RT-qPCR- stem loop

How the deposited data were processed for this re-analysis (not part of the article)

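Small RNA was measured in 9 libraries of the mouse melanoma line B16F1, 3 from control cells, 3 from cells exposed to 5 mM L-Tyr and 3 from cells exposed to 2.5 µg/mL 5-Brd-2′-dU, each for 72 h. The groups are those of the sample labels, and every library was used.

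The authors made the deposited counts with the BaseSpace Small RNA app (version 1.0), from reads of 17 to 35 nt compared with mm9 and miRBase 21, where a miRNA name was given at 100% identity. The authors' deposited signal values are these counts divided by 1 size factor per library, without a log, which was checked on the table. In the authors' deposited comparison tables, the log2 fold changes come from DESeq2 and carry a standard error in log2 units. The authors also deposited a p-value and an adjusted p-value for each entry of those tables. The table of 5-Brd-2′-dU relative to L-Tyr holds only the 43 called tags, so it could be used for those tags alone. Raw counts were used for all fits, and the authors' normalized counts for the mutual information only.

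The fits were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0. Each comparison used edgeR's TMM factors, the filterByExpr filter and the quasi-likelihood F test on its 6 libraries, and the p-values were adjusted by the method of Benjamini and Hochberg, with calls at an adjusted p under 0.05. The comparisons were L-Tyr with control cells, 5-Brd-2′-dU with control cells, and 5-Brd-2′-dU with L-Tyr. The method was tested on simulated data with changes at known tags, as given with the methods at the first passage. The deposited counts are far fewer than the readings, so that 3 counts, the upper limit for a count of 0, are worth between 7.07 and 20.8 CPM of the total count without TMM.

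The rule for the miRNAs to be named was set before the data were examined, as were the comparisons, tests and alternatives except those marked otherwise. It takes every miRNA that the results or discussion of the paper names for the sequencing, and in each comparison up to 3 called higher and 3 called lower with the largest changes among those at or above the median expression. Where a miRNA has several tags, the tag with the highest mean count stands for it. Tag positions were found by exact match to NCBIM37. Tests of single miRNAs between groups were exact permutation tests on the sums of their tags, whose smallest p is 0.1. The let-7 family was tested with limma's fry and camera (preset correlation 0.01, and an estimated correlation). Library spread and principal components used log2 CPM with a prior count of 2. Mutual information used 2 bins of equal frequency. The correlation between exposures was compared with 20 simulated draws that share the control libraries and with 100 regroupings of the 9 libraries.

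The alternatives were DESeq2's size factors, scaling by total count, leaving out the most abundant tag, no filter, a mean count of at least 50, a fit of all 9 libraries, a block for the replicate number, entries with a mature name only, DESeq2 with and without its prior on fold changes, sums over all tags of a name, and leaving out each library in turn. For spread they were a prior count of 0.5, DESeq2's size factors and variance-stabilized values, a mean count of at least 50 and the 500 most variable tags, and for mutual information 3 bins and counts per library total. Chosen after seeing the data were the let-7 tags of both arms, and the sums by name without replicate 3 of 5-Brd-2′-dU. A named miRNA was taken as reversed by an alternative when the sign differed and at least 1 of the values lay more than 1 SE from 0.

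Lists of miRNAs of erythroid, leukocyte, stromal and hepatic cells, 18 in all, were written before the counts were seen; the test that applies them to replicate 3 of 5-Brd-2′-dU was chosen afterwards, and its results are given in the closing section. A marker was counted when it was over 3 times as high in a library as in each of the others. A name was taken as specific to a library at 100 counts or more and over 5 times the level of each other library. Both arms of a hairpin, and hairpins within 10000 bp, were compared with 100000 permutations. The RT-qPCR, protein and imaging data of the paper were not analysed here.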

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

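The tests of marker lists, of library depth, of the sample label and of the chromosome 12 stretch in this part were chosen only after the counts of the library concerned were seen; the marker lists themselves were written before.

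Replicate 3 of 5-Brd-2′-dU holds miRNAs that the other libraries hold at low levels or lack. In that library, 32 names had at least 100 counts and over 5 times the level of each of the other 8 libraries, and 0 names did so in each of those. They make up 23.8% of its counts, of which miR-143-3p alone takes 19.4%. The paper does not discuss most of them: Table 1 names miR-143-3p for L-Tyr only, miR-542-3p and miR-144-3p for 5-Brd-2′-dU, and miR-144-3p and miR-221-3p for 5-Brd-2′-dU against L-Tyr. The next highest were miR-101a-3p with 2246 counts (740.4 ± 313.4 CPM, SD, in the 3 control libraries against 8507 CPM here), miR-322-5p with 2009, miR-126a-3p with 1952, miR-451a-5p with 1462, miR-100-5p with 1246 and miR-379-5p with 1021. Of the 32 names, 12 had 0 counts in all control libraries and 18 had at most 3.

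The tables argue against some explanations. Amplification of single tags would raise 1 tag per name, but a median of 3 tags per name was highest in this library, as were 133 of 136 tags with at least 20 counts. Library depth gives no account of it, since replicate 2 of 5-Brd-2′-dU, with as many counts, had 0 such names. An effect of 5-Brd-2′-dU exposure shared by its replicates was tested by asking whether both other 5-Brd-2′-dU libraries lay above all control and L-Tyr libraries. This held for 3 of the 32 names. The names were chosen as over 5 times the level of both those libraries as well. This selection excludes an equal rise in all replicates beforehand, so the low number does not decide whether the exposure plays a part. RNA of hepatic cells would bring miR-122-5p, which had 6 counts here and up to 20 elsewhere, and 0 of 3 hepatic markers were over 3 times the highest of the other libraries; miR-192-5p was highest here, at 958.2 CPM against at most 648 CPM, and miR-194-5p had 1 count. A mislabelled sample was tested on 30 other names with a mean count of at least 50 in which replicates 1 and 2 of 5-Brd-2′-dU both lay above, or both below, all control and L-Tyr libraries. Replicate 3 did so on the same side in 19 of them, 13 of 18 above (Fisher's exact test against the 22 of 123 remaining names, p = 6.63e-06) and 6 of 12 below (13 of 129, Fisher's exact test, p = 0.00152), which a control or L-Tyr library under this label would not do.

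RNA of other cells in that library is a candidate explanation that stays open. Over the lists, 9 of 18 markers were over 3 times the highest of the other libraries, with 2 in replicate 2 of L-Tyr, 1 in replicate 1 of 5-Brd-2′-dU and 0 in the other 6. For stromal cells it was 4 of 5, with miR-143-3p at 279800 CPM and miR-145a-5p at 1916 CPM; miR-199a-3p did not pass. For erythroid cells it was 3 of 5, with miR-451a at 5537 CPM and miR-144-3p at 1841 CPM, while miR-486a-5p and miR-486b-5p were no higher than elsewhere. For leukocytes it was 2 of 5, miR-142a-5p and miR-223-3p, with miR-142a-3p, miR-150-5p and miR-155-5p at 0. The erythroid and leukocyte lists thus point both ways, and these sources cannot be told apart. Of the 18 markers, 7 had a mean over 10 CPM in the control libraries, and Table 1 names 2. The names also include 8 of the 23 with a position that lie on chromosome 12 between 110828657 and 110981706, all 8 measured there among 197 background names (Fisher's exact test, p = 1.01e-08), so that a change at that stretch in this culture may account for a part. Names on the same stretch may change together, so they are not independent draws, and this p can be far too small. A change of this 1 culture cannot be separated from RNA of another origin with 1 library.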

How the results depend on the processing

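Counts of called tags depended on tool, filter and unit, and the cause was not tested except where stated. For L-Tyr, where 1 tag was called (lower), the counts were 6 with scaling by total count (5 higher, 1 lower), 11 without a filter (6 and 5), 8 with a mean count of at least 50 (5 and 3), 48 with DESeq2 (26 and 22), 32 with DESeq2's prior (16 and 16) and 6 for sums by name (4 and 2). It was 0 without the most abundant tag (0 lower, 117 with an unadjusted p under 0.05), which is the called tag itself, 0 with the replicate block (0 lower, 98 unadjusted) and 0 with mature names only (0 lower, 7 tested and 0 unadjusted). Over the fits that each left out 1 library it ran from 1 to 2, with 0 to 1 higher and 1 to 1 lower, and 2 came without replicate 2 of L-Tyr. With DESeq2's size factors and with all 9 libraries it was 1.

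For 5-Brd-2′-dU, where 0 were called, the counts were 85 without a filter (78 higher, 7 lower), 3 with all 9 libraries (2 and 1), 1 with the replicate block (1 higher), 37 with DESeq2 (35 and 2), 37 with its prior (35 and 2) and 6 for sums by name (5 and 1). For sums by name without replicate 3, chosen after seeing the data, it was 3 (2 and 1). Leaving out 1 library gave 0 to 14, with 0 to 12 higher and 0 to 2 lower; 14 came without replicate 1 of 5-Brd-2′-dU and 1 each without replicate 1 or 3 of the control cells.

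For 5-Brd-2′-dU relative to L-Tyr, with 2 called (1 higher, 1 lower), the counts were 47 without a filter (39 and 8), 1 with all 9 libraries (0 and 1), 0 with mature names only (0 and 0; 6 tested, 0 unadjusted), 41 with DESeq2 (24 and 17), 34 with its prior (23 and 11), 6 for sums by name (3 and 3) and 5 for these without replicate 3 of 5-Brd-2′-dU (3 and 2), chosen after seeing the data. Scaling by total count and the replicate block each called 2 lower. Leaving out 1 library gave 0 to 3, with 0 to 2 higher and 0 to 1 lower: 0 without replicate 2 of L-Tyr (153 unadjusted), replicate 3 of L-Tyr (111) or replicate 1 of 5-Brd-2′-dU (128), and 3 without replicate 1 of L-Tyr. Few tags have enough counts under mature names, which limits that alternative by its construction.

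Tags called in both exposures with the same direction numbered 0, and 2 without a filter, 1 with all 9 libraries, 4 with DESeq2, 3 with its prior, 2 for sums by name and 0 to 1 when 1 library was left out (1 without replicate 1 of the control cells or of 5-Brd-2′-dU). With opposite directions they numbered 0, and 2 without a filter, and 0 to 0 when 1 library was left out. The correlation between exposures ran from 0.33 to 0.609 when 1 library was left out. The ratio of spread ran from 1.252 to 1.706 for L-Tyr and from 1.115 to 1.522 for 5-Brd-2′-dU, and it stayed above 1 in all alternatives run. Pairs with identical bins fell to 80 with 3 bins.

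The let-7 median stayed below 0 for both exposures in all alternatives run. For L-Tyr it lost its p under 0.05 with scaling by total count (−0.289, fry p of 0.0805) and with the replicate block (−0.648, 0.0964), and ran from −0.631 to −0.513 when 1 library was left out, with p of 0.0631 without replicate 1 and 0.0679 without replicate 3 of the control cells. For 5-Brd-2′-dU it gained one with the block (−0.33, 0.0421), with camera (−0.307, 0.00123) and without replicate 1 of 5-Brd-2′-dU (0.0162), and ran from −0.555 to −0.238. Relative to L-Tyr it reversed with scaling by total count (−0.0954), with a mean count of at least 50 (−0.0552) and without replicate 1 of 5-Brd-2′-dU (−7.76e-05), and ran from −7.76e-05 to 0.309. The alternative with mature names only gives no let-7 value.

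For the named miRNAs, 1379 values were computed under alternatives: 1303 kept their side of the threshold and did not reverse by more than 1 SE, 10 lost a call, 50 gained one and 16 reversed. The 1303 include 28 whose sign changed while both values lay within 1 SE of 0, among them let-7g-5p (0.054 with scaling by total count) and miR-23a-3p (−0.088 without replicate 2 of L-Tyr) for L-Tyr. Each reversed log2 fold change lay within 2 SE of 0, and the cause was not tested. For sums by name they were 0.334 (miR-191-5p), 0.304 (let-7d-5p) and −0.322 (miR-151-5p) for 5-Brd-2′-dU relative to L-Tyr, and 0.337 (let-7b-3p), 0.205 (miR-23b-3p) and −0.024 (miR-378a-3p) for L-Tyr. With replicate 3 of 5-Brd-2′-dU also left out, they were 0.283 (miR-191-5p), 0.406 (let-7d-5p), 0.108 (let-7g-5p), −0.041 (miR-23a-3p) and −0.246 (miR-151-5p) relative to L-Tyr, and −0.234 (miR-27b-3p) and −0.348 (miR-149-5p) for 5-Brd-2′-dU. Without replicate 3 of 5-Brd-2′-dU, miR-30d-5p was −0.004 for that exposure, in a range to 0.689 over the fits that left out 1 library. Without replicate 1 of L-Tyr, miR-378a-3p was −0.002 (range to 0.306) and miR-455-3p −1.788 (range to 1.094) for L-Tyr.

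The replicate numbers do not pair the libraries: after the group means were removed, libraries of the same number had correlations between −0.022 and 0.128. The block therefore spends degrees of freedom on a label. Depth limits miR-138-5p and miR-29c-3p, whose most abundant tags did not pass edgeR's filter, although DESeq2 called that of miR-29c-3p for 5-Brd-2′-dU, and it limits miR-470, with 0 counts.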

Differences from the paper's values

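For L-Tyr, the paper gives 35 miRNAs called, 21 lower and 14 higher. Here 1 name was called, that of the miR-3963 tag, 1 lower and 0 higher, beside 121 tags with an unadjusted p under 0.05. A count was taken as not different when it was within 1.5 times the paper's. Of the alternatives set before the data were examined, this held for DESeq2 (34 names, 18 among those lower and 17 among those higher) and for DESeq2 with its prior (24, 14 and 10), and not for the others. For 5-Brd-2′-dU, the paper gives 32, 11 lower and 21 higher; here 0 names were called, 0 lower and 0 higher, beside 156 tags with an unadjusted p under 0.05. The total was within 1.5 times the paper's without a filter (42), with DESeq2 (22) and with its prior (23), the number higher with DESeq2 (20) and with its prior (21), and the number lower with none. For miRNAs called in either exposure, the paper gives 55 and here it was 1, and it was within 1.5 times the paper's without a filter (48), with DESeq2 (50) and with its prior (41).

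The paper's mean readings per library are 13800000 for control cells, 8000000 for L-Tyr and 10300000 for 5-Brd-2′-dU, while the deposited counts average 295580, 185706 and 312391. Readings and assigned counts are different units, and no alternative applies.

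Of 47 log2 fold changes compared with Table 1, 21 differ, 5 of them in sign, and 26 do not. Table 1 combines the called tags of a name, while the values here are of its most abundant tag, so the tags can differ. No alternative refitted the called tags alone. For the most abundant tag, the authors' deposited comparison of L-Tyr gives −0.10 (let-7g-5p), 0.17 (miR-23a-3p), −0.31 (miR-23b-3p) and −0.65 (miR-361-5p). It gives −0.18 for miR-27b-3p, 0.84 for miR-149-5p and 0.56 for miR-320-3p, all near the values here. For L-Tyr, the paper's 1.35 for miR-129-5p was 0.85 here, within the paper's value with scaling by total count, without replicate 2 of the control cells or without replicate 3 of L-Tyr, and the paper's −0.84 for let-7c-5p was −0.50, within it without replicate 1 or 2 of the control cells. None of the alternatives set before the data were examined closed the gap for let-7g-5p (the paper's −4.44, here −0.14), miR-23a-3p (the paper's −3.05, here 0.14), miR-23b-3p (the paper's −2.7, here −0.36), miR-361-5p (the paper's −3.39, here −0.71), miR-27b-3p (the paper's −1.47, here −0.22), miR-149-5p (the paper's 3.03, here 0.85) and miR-320-3p (the paper's −3.37, here 0.57).

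For 5-Brd-2′-dU, the paper's 2.1 for miR-129-3p was 1.36 here, within it without replicate 3 of the control cells. No alternative closed the gap for miR-30d-5p (the paper's 1.2, here 0.47), miR-191-5p (the paper's 1.48, here 0.79), let-7b-3p (the paper's 1.77, here 0.52), let-7e-5p (the paper's 3.35, here 0.88), miR-23a-3p (the paper's −3.13, here 0.88) and miR-378a-3p (the paper's 2.07, here −0.28).

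For 5-Brd-2′-dU relative to L-Tyr, the paper's −1.04 for miR-30d-5p was −0.48 here, within it with scaling by total count, with DESeq2 with and without its prior, without replicate 1 of L-Tyr and without replicate 3 of 5-Brd-2′-dU. The paper's 3.36 for miR-455-3p was 2.06, within it with the replicate block and without replicate 2 of 5-Brd-2′-dU. No alternative closed the gap for let-7e-5p (the paper's 3.66, here 1.10), miR-27b-3p (the paper's 3.46, here 0.68) and miR-320-3p (the paper's 3.65, here −1.59).

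Counting any tag of a name, 0 of the 35 names that Table 1 lists for L-Tyr were called here in the paper's direction, and some settings call them: 24 with DESeq2, 22 with its prior, 8 without a filter, 5 with a mean count of at least 50, 5 for sums by name, 3 with scaling by total count and 1 without replicate 2 of L-Tyr. For 5-Brd-2′-dU it was 0 of 32 here, 16 with DESeq2, 16 with its prior, 14 without a filter, 4 for sums by name, 3 without replicate 1 of 5-Brd-2′-dU, 1 with all 9 libraries and 1 without replicate 3 of the control cells. These counts leave out miR-3963, which Table 1 lists as lower for this exposure. It was also called lower with DESeq2 (adjusted p = 0.00644), with its prior (0.00759) and for sums by name (0.0303, edgeR). In edgeR's fits of single tags it was called lower with all 9 libraries, and without replicate 1 of the control cells or of 5-Brd-2′-dU. For 5-Brd-2′-dU relative to L-Tyr, 2 of 28 names were called here, 20 with DESeq2, 20 with its prior, 11 without a filter, 6 for sums by name and 3 with scaling by total count, with the replicate block or without replicate 1 of L-Tyr.

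Among the miRNAs named in the text, the settings that call the most abundant tag or the sum where edgeR's test did not are these. For L-Tyr these are miR-211-5p (no filter, DESeq2 with and without its prior), miR-30d-5p (the same 3 and sums by name), miR-129-5p and let-7d-5p (sums by name), and miR-129-3p (scaling by total count, no filter, a mean count of at least 50, DESeq2 with and without its prior, sums by name). For 5-Brd-2′-dU they are miR-211-5p and miR-99b-5p (no filter), miR-129-5p (no filter, sums by name), miR-21a-5p (no filter, all 9 libraries, DESeq2 with and without its prior), miR-335-3p (no filter, DESeq2 with and without its prior), miR-455-3p (the same 3 and sums by name), miR-335-5p (the same 4 and without replicate 1 of 5-Brd-2′-dU) and miR-29c-3p (DESeq2 with and without its prior). Without a filter, miR-23a-3p is called higher (0.89, SE 0.258, adjusted p = 0.0326 from edgeR, in a range from 0.0326 to 0.993 over the alternatives), opposite to the paper's direction; with the filter and without replicate 3 of 5-Brd-2′-dU its change is 0.07. Sums by name without replicate 3 of 5-Brd-2′-dU, chosen after seeing the values, also call miR-129-5p and miR-335-5p. Relative to L-Tyr they are miR-211-3p (no filter, DESeq2 with and without its prior, sums by name), miR-335-3p (no filter, sums by name), miR-335-5p (no filter, without replicate 1 of L-Tyr) and miR-21a-5p (sums by name). The sums without replicate 3 of 5-Brd-2′-dU also call miR-211-3p, miR-335-3p and miR-21a-5p there.

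The paper describes the cells exposed to 5-Brd-2′-dU as the most varied in its principal component analysis, and here the spread was 89.9 for L-Tyr and 80.2 for 5-Brd-2′-dU. This order depended on the processing: the spread was 22.1 for both with DESeq2's variance-stabilized values and 41.6 and 40.8 with a mean count of at least 50, and without replicate 2 of 5-Brd-2′-dU it was 90.6 for that exposure. The paper places miR-23a-3p among the miRNAs lower in both exposures, and here the log2 fold changes were 0.14 and 0.88, the second 0.07 without replicate 3 of 5-Brd-2′-dU. The paper places let-7b-5p among those lower for 5-Brd-2′-dU. Here the change was −0.12 (SE 0.319) in its most abundant tag and 0.075 (SE 0.337) in the sum of its tags.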

Other observations

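In this part, the tests of the miR-3963 tag's origin and scaling and those of Table 1 were chosen only after the result was seen.

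Splitting the 6 libraries of a comparison in all 10 ways shows what other groupings give. For L-Tyr, 1 of the 10 splits gave as many called tags and as many called lower, 10 gave as many called higher, where the real count is 0 (121 tags had an unadjusted p under 0.05), and 1 gave as small a p for the let-7 family. For 5-Brd-2′-dU, with 0 calls and 156 tags at an unadjusted p under 0.05, all 10 splits gave as many called, called higher and called lower, and 2 gave as small a p for let-7. For 5-Brd-2′-dU relative to L-Tyr, 1 split gave as many called, 1 as many higher, 1 as many lower, and 6 as small a p for let-7. With 10 splits the share cannot fall under 0.1, so these counts cannot exclude chance. For the 2 exposures together, 100 of 100 regroupings of the 9 libraries gave as many tags called in both with the same direction (0), 100 as many with opposite directions (0), and 72 a correlation as large as 0.456. The median over these regroupings was 0.522, so the correlation is no larger than unrelated groups give against a shared control.

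The tag listed under miR-3963 fell in both exposures. Scaling between libraries does not account for it, since over 3 scalings and both exposures the log2 fold change closest to 0 was −1.837. A candidate explanation of the tag is the 3′ end of a transfer RNA, to which CCA is added: without CCA it has 17 exact matches in mm9, 8 of them after GGTTCGA, and 0 of them followed by CCA in the genome. This was tested on the 1 tag that raised it. The only similar tag has 37 counts in total, too few to tell. Whether the exposures act on such fragments was not tested.

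Table 1 gives larger changes than the whole of each miRNA's counts. That its entries combine only the tags past the threshold accounts for 94 of 96 entries, in mean count and log2 fold change. If the called tags were chance extremes among many, the remaining tags of the name would go either way. They went the same way in 30 of the 41 entries under 50 mean counts (exact sign test, p = 0.00432). They also did so in 45 of 46 of the others (exact sign test, p = 1.34e-12). This argues against chance in single tags as the whole account of the direction. It cannot exclude chance between libraries, because the same libraries gave both the selection and the test. Tags of a name share their library's variation. The entries are also not independent: miR-29a-3p enters both groups with the same remaining tags, and names recur over comparisons that share libraries.

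Both arms of a hairpin may follow a change of the hairpin. Across hairpins, the log2 fold changes of the 5p and 3p arms had a Pearson r of 0.211 for L-Tyr (59 hairpins, adjusted p = 0.18 by permutation), 0.292 for 5-Brd-2′-dU (64 hairpins, adjusted p = 0.073 by permutation) and 0.476 for 5-Brd-2′-dU relative to L-Tyr (49 hairpins, adjusted p = 0.018 by permutation). The Spearman rho was 0.132, 0.232 and 0.287 in turn. In the third comparison 28 of 49 hairpins had the same sign in both arms, so its r does not show a general agreement of the arms. Without replicate 3 of 5-Brd-2′-dU, r was 0.288 and 0.40, and rho was 0.251 and 0.344. The first 2 comparisons, not past the threshold over the 6 tests, cannot be told apart from no relation. Clustered hairpins that change together would differ less than random pairs. Hairpins within 10000 bp differed by 0.696 against 0.949 for L-Tyr (26 pairs, adjusted p = 0.18 by permutation), by 0.965 against 1.211 for 5-Brd-2′-dU (32 pairs, adjusted p = 0.19 by permutation) and by 1.266 against 1.089 for 5-Brd-2′-dU relative to L-Tyr (31 pairs, adjusted p = 0.75 by permutation), none of them past the threshold over the 6 tests.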
